# Single-cell transcriptomics identifies the differentiation trajectory from inflammatory monocytes to pro-resolving macrophages in a mouse skin allergy model

**DOI:** 10.1038/s41467-024-46148-4

**Published:** 2024-02-23

**Authors:** Kensuke Miyake, Junya Ito, Kazufusa Takahashi, Jun Nakabayashi, Frank Brombacher, Shigeyuki Shichino, Soichiro Yoshikawa, Sachiko Miyake, Hajime Karasuyama

**Keywords:** Phagocytes, Allergy, Immunogenetics, Cell death and immune response

## Abstract

Both monocytes and macrophages are heterogeneous populations. It was traditionally understood that Ly6C^hi^ classical (inflammatory) monocytes differentiate into pro-inflammatory Ly6C^hi^ macrophages. Accumulating evidence has suggested that Ly6C^hi^ classical monocytes can also differentiate into Ly6C^lo^ pro-resolving macrophages under certain conditions, while their differentiation trajectory remains to be fully elucidated. The present study with scRNA-seq and flow cytometric analyses reveals that Ly6C^hi^PD-L2^lo^ classical monocytes recruited to the allergic skin lesion sequentially differentiate into Ly6C^lo^PD-L2^hi^ pro-resolving macrophages, via intermediate Ly6C^hi^PD-L2^hi^ macrophages but not Ly6C^lo^ non-classical monocytes, in an IL-4 receptor-dependent manner. Along the differentiation, classical monocyte-derived macrophages display anti-inflammatory signatures followed by metabolic rewiring concordant with their ability to phagocytose apoptotic neutrophils and allergens, therefore contributing to the resolution of inflammation. The failure in the generation of these pro-resolving macrophages drives the IL-1α-mediated cycle of inflammation with abscess-like accumulation of necrotic neutrophils. Thus, we clarify the stepwise differentiation trajectory from Ly6C^hi^ classical monocytes toward Ly6C^lo^ pro-resolving macrophages that restrain neutrophilic aggravation of skin allergic inflammation.

## Abstract (web summary)

Classical monocytes can differentiate into pro-inflammatory or pro-resolving macrophages. Here the authors characterise mouse macrophage differentiation and show that Ly6C^hi^ classical monocytes can differentiate into Ly6C^lo^ pro-resolving macrophages which are involved in the resolution of skin allergic inflammation.

## Introduction

Monocytes are blood-circulating mononuclear cells which maintain tissue homeostasis and contribute to various immune responses. They are composed of heterogeneous subsets in both humans and mice: classical monocytes (comprising 80–90 % of the monocyte pool) and non-classical monocytes^1,2^. In mice, these two subsets can be distinguished by the differential expression of Ly6C, a member of the GPI-anchored Ly6 family, on the cell surface. Under homeostatic conditions, Ly6C^hi^ classical monocytes are generated from common monocyte progenitors in the bone marrow, and a part of them further differentiate into Ly6C^lo^ non-classical monocytes in the peripheral blood. After the egress from the bone marrow, some of monocytes enter peripheral tissues and differentiate into tissue-resident-like macrophages to replenish the infection/tissue damage-induced loss of genuine tissue-resident macrophages with embryonic origin^3^. Under inflammatory conditions, monocytes are recruited to the site of inflammation and rapidly differentiate into macrophages which display functional and transcriptional properties distinct from those of tissue-resident macrophages^2,4–6^. Traditionally, Ly6C^hi^ classical monocytes have been shown to differentiate to Ly6C^hi^ macrophages with pro-inflammatory properties whereas Ly6C^lo^ non-classical monocytes differentiate into Ly6C^lo^ macrophages with anti-inflammatory and pro-resolving functions. Accordingly, classical monocytes used to be called “inflammatory” monocytes.

We now appreciate that the developmental relationship between each subset of monocytes and that of macrophages is more plastic^2,4,5^. Ly6C^hi^ classical monocytes can also differentiate into Ly6C^lo^ macrophages, facilitating the resolution of inflammation and tissue repair, rather than promoting inflammation, in murine models of myocardial infarction, atherosclerosis and acute injury of the liver, muscle and spinal cord^7–14^. It has been proposed that Ly6C^hi^ classical monocytes firstly differentiate to Ly6C^lo^ non-classical monocytes and subsequently into anti-inflammatory Ly6C^lo^ macrophages^15,16^. Other studies demonstrated that Ly6C^lo^ macrophages can be generated from Ly6C^hi^ classical monocytes even in the absence of blood circulating Ly6C^lo^ non-classical monocytes^17,18^. It was also suggested that Ly6C^lo^ macrophages can be differentiated from Ly6C^hi^ macrophages^9,19^. Thus, the differentiation trajectory of anti-inflammatory Ly6C^lo^ macrophages remains less clear compared to that of pro-inflammatory Ly6C^hi^ macrophages.

We previously reported in a murine model of skin allergic inflammation (IgE-mediated chronic allergic inflammation, IgE-CAI) that skin-recruited Ly6C^hi^ classical monocytes differentiate into anti-inflammatory macrophages, leading to the termination of allergic inflammation in the skin^20^. Ly6C^hi^ classical monocytes express high levels of a chemokine receptor CCR2 on the cell surface. Therefore, in CCR2-deficient (*Ccr2*^−/−^) mice, few or no classical monocytes are recruited to the skin lesion, resulting in poor generation of anti-inflammatory macrophages and exaggerated skin inflammation.

In this study, we use this IgE-CAI model and combined single-cell RNA-seq (scRNA-seq), flow cytometric and functional analyses to explore the differentiation trajectory from classical monocytes to anti-inflammatory macrophages in the skin lesion and to clarify mechanisms by which monocyte-derived macrophages exert anti-inflammatory functions.

## Results

### scRNA-seq analysis identifies four distinct clusters of monocyte-macrophage lineage cells (Mo-Macs) in the IgE-CAI skin lesion

*Ccr2*^−/−^ mice showed exaggerated and prolonged ear swelling with severer erythema and increased cellular accumulation in the IgE-CAI skin lesion when compared to wild-type (WT) mice (Fig. 1a–c). Of note, the number of neutrophils highly increased in *Ccr2*^−/−^ mice whereas that of macrophages diminished in *Ccr2*^−/−^ mice (Fig. 1c). Adoptive transfer of CD115^+^ monocytes isolated from WT mice into *Ccr2*^−/−^ mice dampened exaggerated ear swelling and cell accumulation in the skin lesion (Fig. 1d, e), suggesting that macrophages derived from CCR2^+^ monocytes contributed to the resolution of skin inflammation in WT mice.

**Fig. 1:**
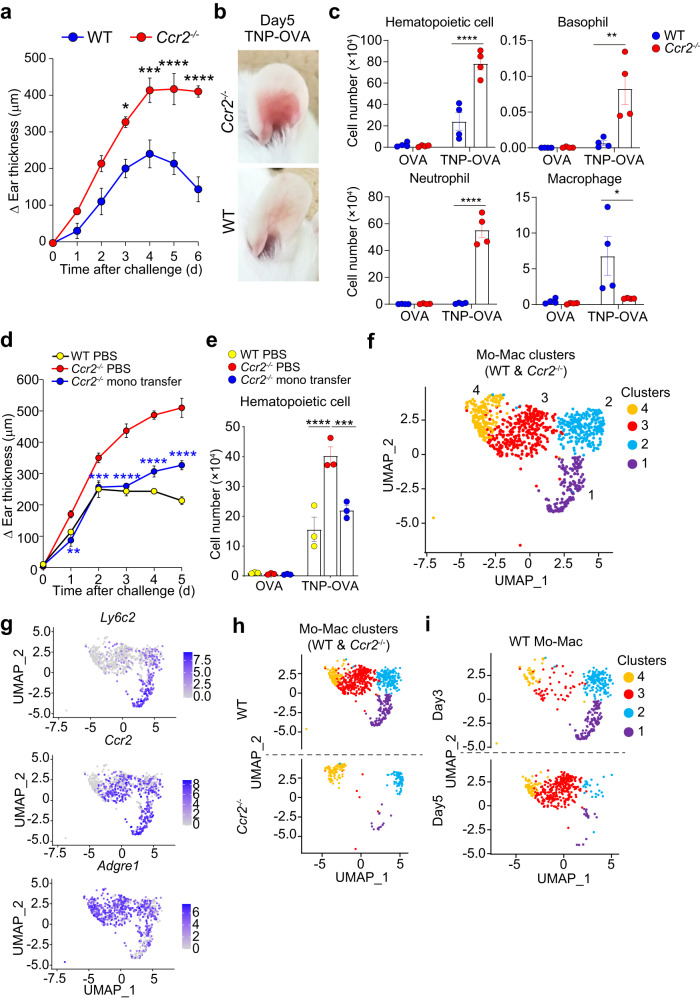
Two clusters of monocyte-derived macrophages are identified in the skin lesion of IgE-CAI. Wild-type (WT) and *Ccr2*^−/−^ BALB/c mice were sensitized with anti-TNP IgE and challenged with intradermal administration of TNP-OVA or control OVA in the ear skin to induce IgE-CAI. **a** Time course of ear swelling (Δ ear thickness) in WT and *Ccr2*^−/−^ mice is shown (mean ± SEM, *n* = 3 biologically independent animals for each group). *p = 0.0145 (for day 3), ***p = 0.0005 (for day 4), ****p = 5.78 × 10^−5^ (for day 5) and ****p = 6.35 × 10^−7^ (for day 6) measured by two-way ANOVA with Sidak’s multiple comparison test. **b** The gross appearance of TNP-OVA-injected ear skin on day 5 is shown. **c** The number of indicated cell types in the ear skin on day 5 is shown (mean ± SEM, *n* = 4 biologically independent animals for each group). *p = 0.0397 (for Mo-Mac) **p = 0.002 (for basophil) ****p = 4.04 × 10^−5^ (for hematopoietic cell) and *p* = 7.04 × 10^−8^ (for neutrophil) measured by two-way ANOVA with Tukey’s multiple comparison test. **d**, **e** CD115^+^ monocytes isolated from the bone marrow of WT BALB/c mice or control PBS were intravenously administered to mice five times on days 0, 1, 2, 3, and 4 post-challenge. Time course of ear swelling is shown in (**d**) (mean ± SEM, *n* = 3 biologically independent animals for each group). **p = 0.0014 (for day 1) ***p = 0.0004 (for day 2) ****p = 3.59 × 10^−9^ (for day3), ****p = 2.30 × 10^−9^ (for day 4), ****p = 1.48 × 10^−9^ (for day 5) measured by two-way ANOVA with Tukey’s multiple comparison test. The number of hematopoietic cells in the ear skin on day 5 is shown in (**e**) (mean ± SEM, *n* = 3 biologically independent animals for each group). ****p = 4.38 × 10^−5^ ***p = 0.0008 measured by two-way ANOVA with Tukey’s multiple comparison test. **f**–**i** IgE-CAI was elicited in WT and *Ccr2*^−/−^ BALB/c mice and cells isolated from the skin lesion on days 3 and 5 post-challenge was subjected to scRNA-seq analysis. UMAP plot of monocyte-macrophage (Mo-Mac) clusters (clusters 1–4) is shown in (**f**). Feature plots showing indicated gene expression in Mo-Mac clusters are shown in **g**. UMAP plots of Mo-Mac clusters in WT and *Ccr2*^−/−^ mice are separately shown in (**h**). UMAP plots of Mo-Mac clusters in WT mice on days 3 and 5 post-challenge are separately shown in (**i**). Data shown in (**a**–**e**) are representative of three independent experiments. Source data are provided as a Source Data file.

To explore the trajectory of differentiation from monocytes to pro-resolving macrophages in the skin lesion and to clarify mechanisms by which monocyte-derived macrophages dampen excess inflammation, we conducted scRNA-seq analysis of cells isolated from IgE-CAI skin lesions of WT and *Ccr2*^−/−^ mice on day 3 and 5 post-allergen challenge. The visualization of scRNA-seq data with dimensionality reduction using uniform manifold approximation and projection (UMAP) identified a broad spectrum of hematopoietic and non-hematopoietic cell lineages (Supplementary Fig. 1a). In accordance with the flow cytometric analysis (Fig. 1c), *Ccr2*^−/−^ mice showed decreased accumulation of Mo-Macs while increased neutrophil accumulation (Supplementary Fig. 1b).

Re-clustering of Mo-Mac and DC populations (clusters 3, 9, 12, 13, 20 in Supplementary Fig. 1a) identified 6 new clusters (Supplementary Fig. 1c, right panel), in which 4 clusters (clusters 1, 2, 3 and 4) corresponded to Mo-Macs (Fig. 1f, g) while other 2 clusters corresponded to *H2-Ab1*^hi^*Ciita*^hi^*H2-DMb1*^hi^*Ly6c2*^int^*Ccr2*^hi^*Csf1r*^hi^ monocyte-derived DCs (cluster 5) and *H2-Ab1*^hi^*Ciita*^hi^*H2-DMb1*^hi^*Flt3*^hi^*Cd209a*^hi^*Tmem123*^hi^ migratory DCs (cluster 6)^21^ (Supplementary Fig. 1d). The profiles of gene expression assigned the clusters 1 and 4 to *Adgre1*(F4/80)^lo^*Ccr2*(CCR2)^hi^*Ly6c2*(Ly6C)^hi^ classical monocytes and *Adgre1*(F4/80)^hi^*Ccr2*(CCR2)^lo^ resident-like macrophages, respectively, while the clusters 2 and 3 were assigned to *Adgre1*(F4/80)^hi^*Ccr2*(CCR2)^hi^ monocyte-derived macrophages (Fig. 1f, g). The frequency of classical monocytes (cluster 1) and monocyte-derived macrophages (clusters 2 and 3) was predominantly diminished in *Ccr2*^−/−^ mice when compared to WT mice (Fig. 1h) in accordance with the flow cytometric analysis (Fig. 1c). Among the monocyte-derived macrophage population, the frequency of cluster 2 decreased at the transition from day 3 to day 5 post-challenge while that of cluster 3 rather increased (Fig. 1i).

### Ly6C^hi^PD-L2^lo^ classical monocytes sequentially differentiate into Ly6C^lo^PD-L2^hi^ macrophage via intermediate Ly6C^hi^PD-L2^hi^ macrophages but not Ly6C^lo^ non-classical monocytes

RNA velocity and pseudotime trajectory analyses revealed that the gene expression continuously changed in the order of cluster 1, cluster 2, cluster 3, cluster 4 (Fig. 2a, b). Considering that cluster 1 corresponds to *Ly6c2*^hi^ classical monocytes and that cluster 2 was detected earlier than cluster 3 in the skin lesion (Fig. 1i), the differentiation of monocytes toward macrophages likely occurred in this order. Accordingly, we designated cluster 2 and 3 macrophages as early and late classical monocyte-derived macrophages (CMDMs), respectively. Along the differentiation of Mo-Mac lineage cells in the inflamed skin, the expression of *Ly6c2* (encoding Ly6C) continuously decreased whereas that of *Adgre1* (encoding F4/80) was gradually upregulated (Fig. 2c). The expression of *Pdcd1lg2* (encoding PD-L2) was rarely detected in classical monocytes, upregulated in early CMDMs and then gradually downregulated thereafter (Fig. 2c).

**Fig. 2:**
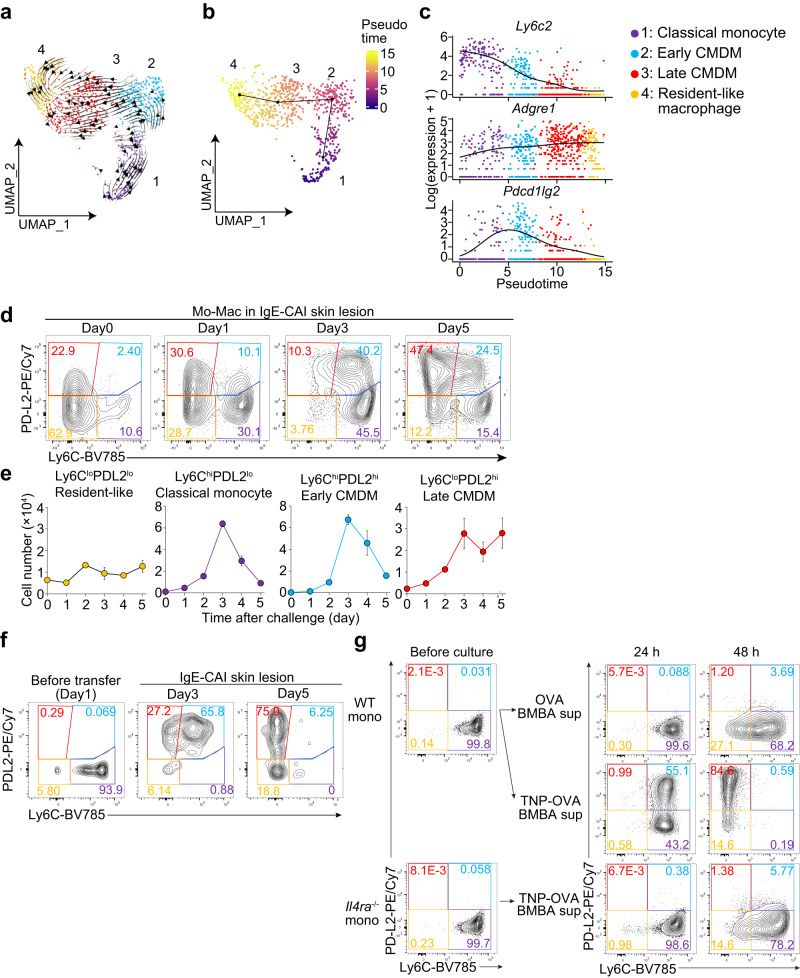
Monocytes recruited to the IgE-CAI skin lesion sequentially differentiate into early and late CMDMs. **a**–**c** Mo-Mac clusters shown in Fig. 1f were subjected to RNA velocity analysis. Stream plot of velocity vectors embedded in UMAP plot is shown. **b**, **c** Mo-Mac clusters from WT BALB/c mice shown in Fig. 1h were subjected to pseudotime trajectory analysis. UMAP plot colored by pseudotime is shown in (**b**). Gene expression changes of indicated genes along with pseudotime ordering are shown in (**c**). Colors indicate different clusters identified in Fig. 1h. **d**, **e** WT BALB/c mice were treated as in Fig. 1 to induce IgE-CAI. Cells isolated from the IgE-CAI skin lesion on days 0, 1, 3 and 5 were subjected to flow-cytometric analysis. In (**d**), the surface expression of PD-L2 and Ly6C in the monocyte-macrophage (Mo-Mac) populations is shown. In (**e**), time course of the number of indicated Mo-Mac subsets in the ear skin is shown (mean ± SEM, *n* = 3 biologically independent animals for Day 0–3, *n* = 4 for Day 4 and 5). **f** Ly6C^hi^ monocytes isolated from the bone marrow of CD45.1^+^ C57BL/6 mice were adoptively transferred to CD45.2^+^*Ccr2*^−/−^ C57BL/6 mice on day 1 post-challenge. Cells isolated from the IgE-CAI skin lesion on days 3 and 5 were subjected to flow-cytometric analysis. The surface expression of PD-L2 and Ly6C in the CD45.1^+^ Mo-Mac population is shown. **g** Ly6C^hi^ classical monocytes isolated from the bone marrow of WT or *Il4ra*^*−/−*^ BALB/c mice were incubated ex vivo with culture supernatants of bone marrow-derived basophils (BMBAs) that had been stimulated with anti-TNP IgE and TNP-OVA or control OVA for 18 h. The surface expression of Ly6C and PD-L2 in monocytes before the culture (left) and after 24 h- or 48 h-incubation with BMBA supernatants (middle and right, respectively) are shown. Data shown in (**d**, **e**, **g**) are representative of three independent experiments. Data shown in (**f**) are representative of two independent experiments. Source data are provided as a Source Data file.

We next sought to identify and visualize each subpopulation corresponding to clusters 1, 2, 3, and 4 by means of flow cytometry based on the surface expression of Ly6C, PD-L2 and F4/80. CD45^+^CD11b^+^SiglecF^-^Ly6G^-^ Mo-Mac lineage cells present in the IgE-CAI skin lesion of WT mice were subdivided into four fractions by differential surface expression of Ly6C and PD-L2, namely Ly6C^hi^PD-L2^lo^, Ly6C^hi^PD-L2^hi^, Ly6C^lo^ PD-L2^hi^ and Ly6C^lo^PD-L2^lo^ (Fig. 2d, Supplementary Fig. 2). Considering the expression profiles obtained from the scRNA-seq analysis, these four populations appeared to correspond approximately to classical monocytes (cluster 1), early CMDMs (cluster 2), late CMDMs (cluster 3) and resident-like macrophages (cluster 4), respectively. In accordance with this categorization, the majority of the latter 3 populations expressed macrophage markers^22^, CD64 (FcγRI) and F4/80, on their cell surface (Supplementary Fig. 3a, b). 

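mRNA of 4 Mo-Mac fractions, sorted by FACS from the IgE-CAI skin lesion of WT BALB/c mice on day 5 post-challenge, was captured with oligo(dT) and sequenced with 3 libraries per fraction. IgE-CAI is a mouse model of skin allergy in which mice given 300 μg of TNP-specific IgE are challenged in the ear skin with 10 μg of TNP-OVA. The fractions were Ly6C hiPD-L2 lo classical monocytes, Ly6C hiPD-L2 hi early CMDMs, Ly6C loPD-L2 hi late CMDMs and Ly6C loPD-L2 lo resident-like macrophages. The authors trimmed the reads, mapped them to mouse reference RNA of GRCm38, counted the reads of each transcript and summed them by gene symbol, and the deposited values are these counts without normalization. The total counts per library ranged from 15400638 to 17599360 in classical monocytes (median 17534466) and from 15396187 to 15487385 in early CMDMs (median 15475300). They ranged from 12537178 to 16084234 in late CMDMs (median 14746554) and from 18113334 to 19844113 in resident-like macrophages (median 18516079). At these totals a gene with 0 counts in a library could still have up to 0.151 to 0.239 CPM, counts scaled to library size, which is the level of 3 counts. This limit covers counting error only, because reads without molecular identifiers are not independent molecules. Of the 37775 genes in the table, the 22118 that passed the expression filter of edgeR by fraction were tested. The counts were normalized with TMM, which assumes that most genes do not change between fractions, and all 12 libraries were fitted together by the quasi-likelihood method with 1 coefficient per fraction. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05, with no minimum fold change. The biological coefficient of variation shared by all genes was 13.2%. Values of single genes are given as TMM-normalized CPM, as the mean ± SD of 3 libraries.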

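In a principal component analysis of the scaled log2 CPM of the 22118 tested genes, PC1 held 34.5% and PC2 19.7% of the variance. The early CMDM libraries had the highest PC1 scores, with a median of 126 and a highest score of 146, followed by the late CMDM libraries between 16.6 and 29.4. The classical monocyte libraries scored from -94.2 to -58.5 and the resident-like macrophage libraries from -93.4 to -68.5 on PC1, so that these fractions overlapped there. PC2 separated them, with scores from 70.7 to 89.6 in classical monocytes and from -39.4 to -36.5 in resident-like macrophages. The late CMDM libraries had the lowest PC2 scores, from -84.9 to -75.3. The mean distance between libraries was 145 within a fraction and 221 between fractions. Of the 15400 ways to divide 12 libraries into 4 groups of 3, only the sorted fractions gave so short a distance within groups (exact permutation test, one-sided, p = 6.49e-05, the smallest p it allows). The variance shares moved most when only the 500 most variable genes were used, to 50.7% for PC1 and 34.4% for PC2.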

To further validate the correspondence between each subpopulation of Mo-Macs defined based on the cell surface marker expression and each cluster defined based on the gene expression profile, we conducted bulk RNA-seq analysis of four fractions of Mo-Mac subpopulations (Supplementary Fig. 4a). Scoring of the scRNA-seq data by differentially expressed genes in each Mo-Mac population revealed that cells in clusters 1, 2, 3 and 4 indeed displayed the highest scores for Ly6C^hi^PD-L2^lo^, Ly6C^hi^PD-L2^hi^, Ly6C^lo^ PD-L2^hi^ and Ly6C^lo^PD-L2^lo^ Mo-Macs, respectively (Supplementary Fig. 4b). Thus, Ly6C^hi^PD-L2^lo^, Ly6C^hi^PD-L2^hi^, Ly6C^lo^ PD-L2^hi^, and Ly6C^lo^PD-L2^lo^ Mo-Macs identified by the cell surface expression profile most likely correspond to classical monocytes, early CMDMs, late CMDMs and resident-like macrophages defined on the basis of the scRNA-seq data, respectively.

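The DEGs of each fraction were taken as the genes called higher in that fraction than in both fractions it was compared with. There were 2649 DEGs for Ly6C hiPD-L2 lo Mo-Macs, which were compared with Ly6C hiPD-L2 hi and Ly6C loPD-L2 hi Mo-Macs. Ly6C hiPD-L2 hi Mo-Macs, compared with Ly6C hiPD-L2 lo and Ly6C loPD-L2 hi Mo-Macs, had 2724 DEGs. Ly6C loPD-L2 hi Mo-Macs had 905 DEGs against Ly6C hiPD-L2 hi and Ly6C loPD-L2 lo Mo-Macs, and Ly6C loPD-L2 lo Mo-Macs had 936 DEGs against Ly6C loPD-L2 hi and Ly6C hiPD-L2 lo Mo-Macs. Because both comparisons of a fraction use its own libraries, their results are not independent. At an unadjusted p under 0.05, 14.7%, 14.9%, 6.05% and 6.19% of the tested genes were higher in both comparisons of the 4 fractions in this order, against 0.440%, 0.443%, 0.437% and 0.421% in libraries simulated with no gene changed. In those simulations the DEG sets held 0 genes on average. Scaling each library by 10 leukocyte genes, an alternative chosen after the values were seen, moved the first 3 sizes most, to 493, 14826 and 147 DEGs, and a log2 fold change of at least 1 moved the last most, to 320 DEGs.
The 5 genes with the largest smaller fold change were read out for each set, with positions on GRCm38. In Ly6C hiPD-L2 lo Mo-Macs they were the T cell receptor V segments *Trav16n*, *Trav15-2-dv6-2* and *Trbv16*, together with *Klk4* and *Igsf5*. *Trbv16* (chromosome 6, 41151740 to 41152230) had 2.06 ± 0.540 CPM in classical monocytes and was at least 10.8-fold higher than in early CMDMs and at least 8.62-fold higher than in late CMDMs, where no library had more than 1 count. *Klk4* (chromosome 7, 43881160 to 43885804) had 8.64 ± 3.71 CPM and was at least 36.2-fold higher than in late CMDMs. The V segments have near-identical copies whose reads could be split by the counting. Of the 36 T cell receptor segments tested, 34 were DEGs of this fraction, and the segments were grouped after their values were seen. RNA of T cells in these libraries stays open as their source, so they are not shown to be monocyte genes.
In Ly6C hiPD-L2 hi Mo-Macs the genes were *Krt24*, *Slurp2*, *Mgat5b*, *Serpinb3a* and *Mup9*. *Krt24* (chromosome 11, 99279959 to 99285262) had 50.8 ± 8.94 CPM in early CMDMs, 4.25 ± 0.829 CPM in classical monocytes and 3.96 ± 0.400 CPM in late CMDMs. Its log2 fold change of early CMDMs against classical monocytes was 3.58 (standard error 0.22, adjusted p = 5.03e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slurp2* (chromosome 15, 74742764 to 74746693) reached 45.9 ± 10.8 CPM in early CMDMs. *Mup9* belongs to a family of near-identical genes and differed widely between the early CMDM libraries, with 5.00 CPM in replicate 1, 1.70 CPM in replicate 2 and 0.632 CPM in replicate 3. The set held 15 of the 24 keratin genes tested. RNA of keratinocytes stays open as a source, since 18 of 18 genes of a separate keratinocyte list were also higher in early CMDMs than in both compared fractions.
In Ly6C loPD-L2 hi Mo-Macs the genes were *Cd209f*, *Ifnk*, *Mybph*, *Cd209g* and *Gm33055*, of which *Gm33055* had no position in the annotation used. *Cd209f* (chromosome 8, 4102787 to 4105835) had 32.6 ± 14.1 CPM in late CMDMs against 4.80 ± 1.32 CPM in early CMDMs, a log2 fold change of 2.76 (standard error 0.37, adjusted p = 7.61e-05 from the same test). Its paralog *Cd209g*, with which it could share reads, had 14.8 ± 6.73 CPM in late CMDMs. In Ly6C loPD-L2 lo Mo-Macs the genes included *Dgkk*, *Cd207*, *Sucnr1* and the processed pseudogene *Gm18905*. *Cd207* (chromosome 6, 83671215 to 83677857) had 818 ± 125 CPM in resident-like macrophages and 39.1 ± 3.19 CPM in late CMDMs, a log2 fold change of 4.39 (standard error 0.18, adjusted p = 3.94e-10 from the same test). In the same libraries the MHC class II gene *H2-Ab1* rose from 1430 ± 246 CPM in late CMDMs to 11133 ± 516 CPM in resident-like macrophages. RNA of Langerhans cells or other dendritic cells stays open as a source of *Cd207*. The scores of these DEGs in the scRNA-seq data were not analysed here.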

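The genes of the surface markers were read in the sorted fractions. *Ly6c2* (chromosome 15, 75108158 to 75111970 of GRCm38) had 491 ± 113 CPM in Ly6C hiPD-L2 lo Mo-Macs, 49.2 ± 4.77 CPM in Ly6C hiPD-L2 hi Mo-Macs, 19.1 ± 2.71 CPM in Ly6C loPD-L2 hi Mo-Macs and between 15.9 and 18.8 CPM in the 3 libraries of Ly6C loPD-L2 lo Mo-Macs. The log2 fold change of early CMDMs against classical monocytes was -3.32 (standard error 0.16, adjusted p = 5.35e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of late against early CMDMs was -1.37 (standard error 0.16, adjusted p = 7.65e-06). *Ly6c2* did not differ between resident-like macrophages and late CMDMs (log2 fold change -0.12, adjusted p = 0.622 from the same test). Its paralog *Ly6c1*, whose reads could be split with it, had 707 ± 200 CPM in classical monocytes and 139 ± 21.8 CPM in early CMDMs. *Pdcd1lg2*, which encodes PD-L2 (chromosome 19, 29410919 to 29471161), had 14.1 ± 1.75 CPM in classical monocytes, 21.3 ± 1.34 CPM in early CMDMs, 32.1 ± 1.34 CPM in late CMDMs and 9.58 ± 1.77 CPM in resident-like macrophages. The rise from classical monocytes to early CMDMs was 0.59 on the log2 scale (standard error 0.13, adjusted p = 0.00168 from the same test), and the change from late CMDMs to resident-like macrophages was -1.74 (standard error 0.14, adjusted p = 1.47e-07). Of these marker values, the rise of *Pdcd1lg2* from early to late CMDMs (log2 fold change 0.59) changed sign, to -0.32, when libraries were scaled by leukocyte genes, an alternative chosen after the values were seen. That scaling moves all genes together, the median of all genes by -0.92 in late against early CMDMs and by 1.64 in early CMDMs against classical monocytes.
*Adgre1*, which encodes F4/80 (chromosome 17, 57358691 to 57483527), did not differ between early CMDMs (86.6 ± 17.9 CPM) and classical monocytes (84.6 ± 12.6 CPM), with a log2 fold change of 0.0343 (adjusted p = 0.864 from edgeR's quasi-likelihood test). That small change turned to -0.0399 without classical monocyte replicate 1 and to -0.12 without early CMDM replicate 3. *Adgre1* was higher in late CMDMs, at 201 ± 11.1 CPM, and in resident-like macrophages, at 182 ± 14.9 CPM. *Fcgr1*, which encodes CD64, had 87.8 ± 30.9 CPM in classical monocytes and 50.2 ± 14.8 CPM in early CMDMs (log2 fold change -0.81, standard error 0.24, adjusted p = 0.0132 from edgeR's quasi-likelihood test). It was no longer called without classical monocyte replicate 3, at -0.50, or without early CMDM replicate 2, at -0.58, nor with no filter on low counts, at -0.79, and under the leukocyte-gene scaling it was 0.78, less than the shift of the median gene. *Ccr2* (chromosome 9, 124101950 to 124113557) had 390 ± 54.1 CPM in classical monocytes, 128 ± 32.6 CPM in early CMDMs, 107 ± 7.93 CPM in late CMDMs and 438 ± 15.7 CPM in resident-like macrophages. The log2 fold change of *Ccr2* in early CMDMs against classical monocytes was -1.60, and under the leukocyte-gene scaling it was -0.00501 and no longer called, while the median gene moved upward as above. Of the genes of the excluded markers, *Ly6g* had at most 7 counts in any classical monocyte library and 0 counts in every other library. *Siglecf* had 2.34 ± 0.209 CPM in resident-like macrophages and less than that in the other fractions, from 0.168 CPM in early CMDMs to 0.394 CPM in late CMDMs.

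**Figure D1:**
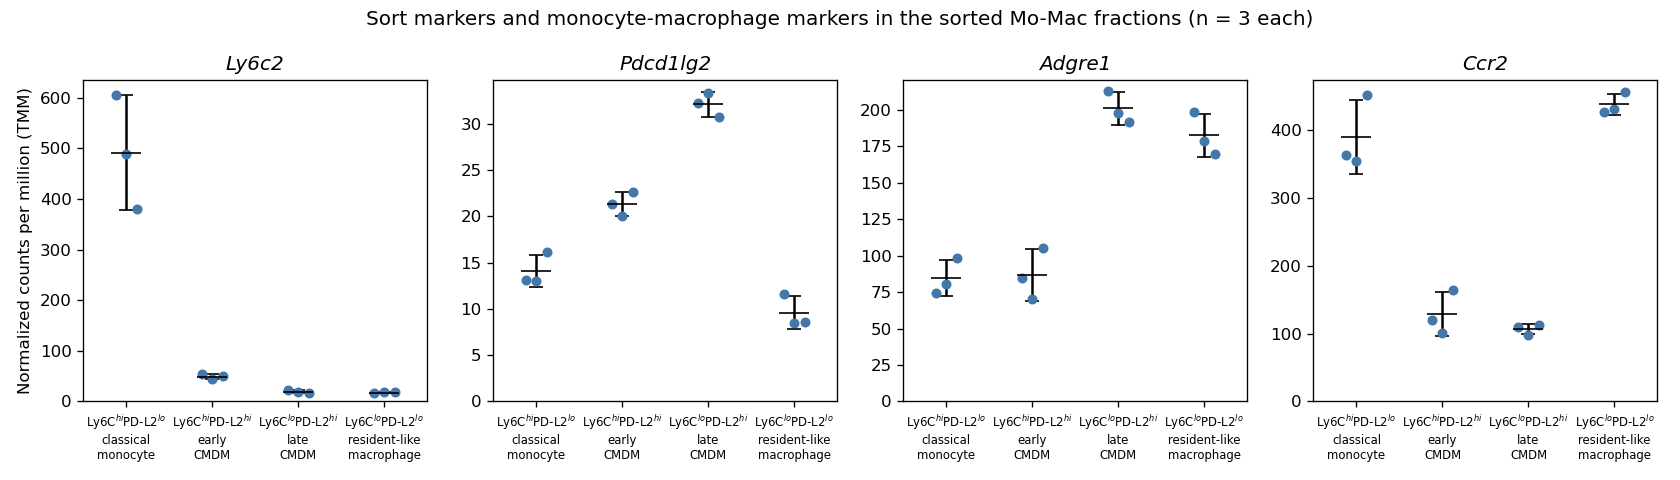
TMM-normalized CPM of *Ly6c2*, *Pdcd1lg2*, *Adgre1* and *Ccr2* in each of the 3 libraries of the 4 sorted Mo-Mac fractions, with the mean and SD of each fraction. The 3 classical monocyte libraries lie between 379 and 606 CPM for *Ly6c2*, above every other library, and the 3 late CMDM libraries lie between 30.7 and 33.4 CPM for *Pdcd1lg2*, above every other library.

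From the scores that the DEGs of each fraction gave in the scRNA-seq clusters (Supplementary Fig. 4b), the paper proposes that the fractions sorted on Ly6C and PD-L2 correspond to the classical monocyte, early CMDM, late CMDM and resident-like macrophage clusters.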

On day 0, Ly6C^lo^PD-L2^lo^ resident-like macrophages predominated among the Mo-Mac population (Fig. 2d). The frequency and the number of Ly6C^hi^PD-L2^lo^ classical monocytes and Ly6C^hi^PD-L2^hi^ early CMDMs increased until the peak of the IgE-CAI response (day 3) and decreased thereafter (Fig. 2d, e). The number of Ly6C^lo^PD-L2^hi^ late CMDMs increased up to day 3 and was retained till day 5 (Fig. 2e). These observations suggested the differentiation from Ly6C^hi^PD-L2^lo^ classical monocytes to Ly6C^hi^PD-L2^hi^ early CMDMs macrophages and further into Ly6C^lo^PD-L2^hi^ late CMDMs. In line with this, the surface expressions of CD64 and F4/80, macrophage markers, were upregulated along this transition (Supplementary Fig. 3a, b). In order to experimentally prove the predicted order of the Mo-Mac differentiation, CD45.1^+^Ly6C^hi^PD-L2^lo^ classical monocytes isolated from WT mice were adoptively transferred into CD45.2^+^*Ccr2*^−/−^ mice on day 1 post-challenge of antigens (Fig. 2f). The majority of them changed the surface phenotype from Ly6C^hi^PD-L2^lo^ to Ly6C^hi^PD-L2^hi^ (corresponding to early CMDM) on day 3, and subsequently to Ly6C^lo^PD-L2^hi^ (corresponding to late CMDM) and Ly6C^lo^PD-L2^lo^ (corresponding to resident-like macrophages) on day 5. The surface expression of F4/80 was upregulated along this transition (Supplementary Fig. 3c). On the other hand, when Ly6C^lo^ non-classical monocytes were adoptively transferred into CD45.2^+^ mice, the majority of them remained Ly6C^lo^PD-L2^lo^CD64^-/lo^F4/80^-/lo^ even on day 5 post-challenge (Supplementary Fig. 5). Thus, the combination of scRNA-seq and flow cytometric analyses enabled us to illustrate that Ly6C^hi^ classical monocytes differentiate into Ly6C^lo^PD-L2^hi^ macrophages via intermediate Ly6C^hi^PD-L2^hi^ macrophages but not Ly6C^lo^ non-classical monocytes.

### IL-4 receptor-mediated signaling plays an important role in the generation of early and late CMDMs from classical monocytes

We previously reported that basophil-derived IL-4 promotes the differentiation from Ly6C^hi^ classical monocytes into anti-inflammatory macrophages in the IgE-CAI model^20^. This prompted us to examine whether basophil-derived IL-4 indeed drives the generation of CMDMs from classical monocytes. To this end, Ly6C^hi^PD-L2^lo^ classical monocytes isolated from WT mice were incubated ex vivo with culture supernatants of bone marrow-derived basophils (BMBAs) that had been stimulated with IgE plus corresponding allergens (TNP-OVA) (Fig. 2g). Nearly half of them changed their surface phenotype to Ly6C^hi^PD-L2^hi^ (corresponding to early CMDM) after 24h-incubation, and more than 80% of them became Ly6C^lo^PD-L2^hi^ (corresponding to late CMDM) after 48h-incubation. These phenotypic changes were not detected when they were incubated with culture supernatants of basophils reacted with non-relevant antigens (OVA) (Fig. 2g). Importantly, Ly6C^hi^ classical monocytes deficient in IL-4 receptor failed to change their surface phenotype even when incubated with culture supernatants of allergen TNP-OVA-stimulated basophils (Fig. 2g, lower panels). This was also the case when IL-4 neutralizing antibody was added to the culture of WT monocytes (Supplementary Fig. 6a). Of note, the treatment of Ly6C^hi^ classical monocytes with recombinant IL-4 promoted the surface phenotype transition into Ly6C^hi^PD-L2^hi^ and further Ly6C^lo^PD-L2^hi^, even though the ability to drive surface phenotype change appeared lower than that of culture supernatants of activated basophils (Supplementary Fig. 6b). Thus, the basophil-derived IL-4-IL-4 receptor axis appeared to contribute to the generation of CMDMs from classical monocytes. To verify these observations in vivo, we established macrophage-specific IL-4-receptor deficient mice (*Cx3cr1*^Cre/+^ *Il4ra*^fl^ mice). Macrophage-specific IL-4 receptor deficiency significantly impaired the transition of classical monocytes into early and late CMDMs (Supplementary Fig. 6c), suggesting the involvement of IL-4 receptor-mediated signaling in the transition in vivo.

### Along the differentiation, CMDMs display anti-inflammatory signatures followed by metabolic rewiring concordant with their ability to efferocytosis

In accordance with the IL-4 receptor signaling-dependent differentiation, several markers of anti-inflammatory macrophages, including *Arg1*, *Mrc1*, *Cd163*, *Retnla*, *Il10*, and *Hilpda* were upregulated while interferon-inducible genes, including *Ifit1*, *Ifit2*, *Ifit3*, *Ifitm6*, and *Mx1*, were downregulated at the transition from classical monocytes to early CMDMs (Supplementary Fig. 7a, b), suggesting the anti-inflammatory property of early CMDMs. In line with this, the gene set enrichment analysis (GSEA) revealed that genes associated with oxidative phosphorylation, a key metabolic signature for anti-inflammatory macrophages, were enriched in early CMDMs while those associated with interferon-γ response were enriched in classical monocytes (Supplementary Fig. 7c).

GSEA further revealed that genes associated with lipid catabolism and cholesterol metabolism were enriched in late CMDMs as compared to early CMDMs (Fig. 3a, Supplementary Fig. 8a, b). In line with this, late CMDMs showed higher expression of lipid-associated genes, including *Apoe*, *Abca1, Abcg1* and *Trem2*, compared to classical monocytes and early CMDM (Supplementary Fig. 8c), suggesting that late CMDMs are lipid-laden cells. Indeed, Ly6C^lo^PD-L2^hi^ late CMDMs showed larger cell bodies with a substantial accumulation of lipid droplet-like structure in their cytoplasm, compared to Ly6C^hi^PD-L2^lo^ classical monocytes and resident-like macrophages (Fig. 3b). Given that TREM2^hi^ lipid-associated macrophages are associated with phagocytosis^23,24^, we hypothesized that late CMDMs regulate allergic inflammation through phagocytosis of dying cells. Indeed, genes associated with the recognition process of phagocytosis, including efferocytic receptors (*Mertk*, *Trem2*, and *Stab1*) and bridging molecules (*Gas6*, *Pros1*, *Mfge8*, and *C1qa*)^25^, were enriched in late CMDMs as compared to early CMDMs (Fig. 3c, d, and Supplementary Fig. 8a, d). Pathway enrichment analysis also demonstrated that genes associated with lysosome and Rac1 GTPase cycles were significantly enriched in late CMDMs (Supplementary Fig. 8e), suggesting their high ability of phagocytosis. Based on these findings, we assumed that late CMDMs may dampen excess inflammation through phagocytic clearance of dying cells and perhaps allergens as well.

**Fig. 3:**
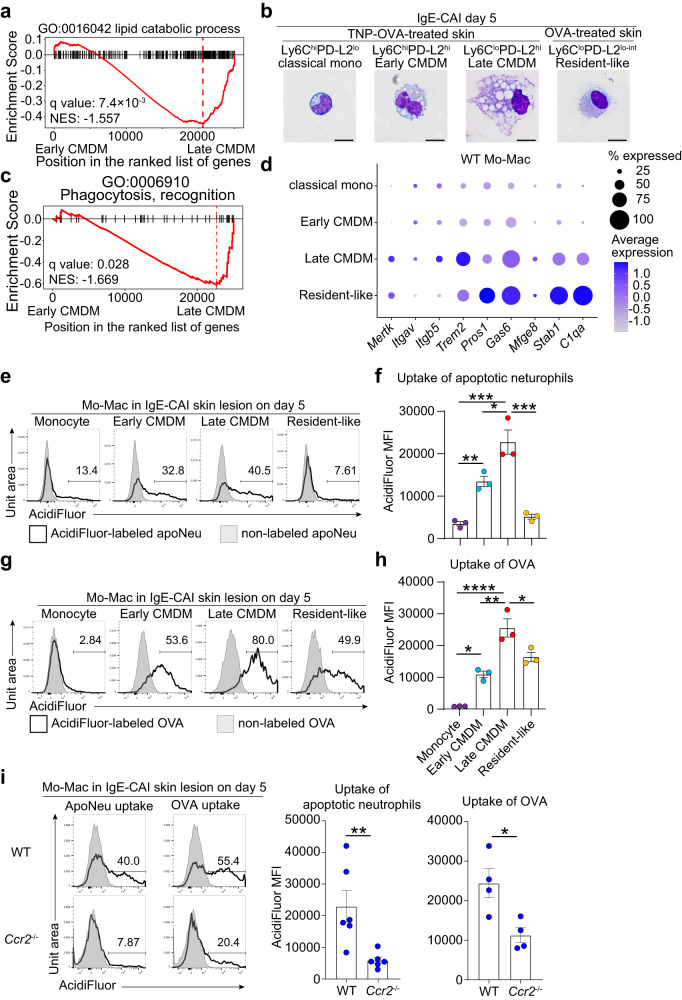
Late CMDMs display higher efferocytic ability than do early CMDMs. Early and late CMDMs were compared by using GSEA. Enrichment plot of genes involved in lipid catabolic process (**a**) and phagocytosis (**c**). **b** WT BALB/c mice were treated as in Fig. 1 to induce IgE-CAI. Classical monocytes, early CMDMs and late CMDMs isolated from TNP-OVA-treated ear skins, and resident macrophages isolated from OVA-treated ear skins were subjected to Diff-Quik staining. Bars indicate 10 μm. **d** Dot plot showing the expression level of indicated genes in classical monocytes, early CMDMs, late CMDMs and resident-like macrophages. **e**–**h** WT BALB/c mice were treated as in Fig. 1 to induce IgE-CAI. Apoptotic neutrophils (**e**, **f**) or OVA (**g**, **h**) labeled (open histograms) or unlabeled (shaded histograms) with AcidiFluor were intradermally administered to the ear skin on day 5 post-challenge. Two hours after the injection, skin samples were subjected to flow cytometric analysis. In (**e**) and (**g**), histograms of AcidiFluor fluorescence in Mo-Mac subsets are shown. In (**f**) and (**h**), the mean fluorescence intensity (MFI) of AcidiFluor in Mo-Mac subsets is shown (mean ± SEM, *n* = 3 biologically independent animals each). In (**f**), **p = 0.0096 (mono vs. early CMDM); ***p = 0.0001 (mono vs. late CMDM) *p = 0.0144 (early vs. late CMDM), ***p = 0.0002 (late CMDM vs. resident-like) measured by one-way ANOVA with Tukey’s multiple comparison test. In (**h**), *p = 0.0135 (mono vs. early CMDM); ****p = 3.36 × 10^−5^ (mono vs. late CMDM) **p = 0.0014 (early vs. late CMDM), *p = 0.0218 (late CMDM vs. resident-like) measured by one-way ANOVA with Tukey’s multiple comparison test. **i** WT and *Ccr2*^−/−^ BALB/c mice were treated as in (**e**) and (**g**). Histograms of AcidiFluor fluorescence in total Mo-Macs are shown in left panels. The MFI of AcidiFluor in Mo-Mac populations is shown in right panels (mean ± SEM, *n* = 6 and *n* = 4 biologically independent animals for apoptotic neutrophil uptake and OVA uptake, respectively). **p = 0.0082 (for apoptotic neutrophil) *p = 0.0196 (for OVA) measured by two-sided unpaired Student’s *t* test. Data shown in (**b**, **e**–**i**) are representative of three independent experiments. Source data are provided as a Source Data file.

To address this assumption, we subcutaneously administered AcidiFluor (pH-sensitive fluorescent dye)-labeled apoptotic neutrophils or ovalbumin (OVA) as surrogate allergen to the IgE-CAI skin lesion on day 5 post-challenge and assessed the ability of efferocytosis and endocytosis in each cell type. Among cells accumulating in the IgE-CAI skin lesion, Mo-Mac lineage cells displayed predominant ability of phagocytosing both apoptotic neutrophils and antigens (Supplementary Fig. 9a, c). They showed higher efferocytic and endocytic ability on day 5 than on day 3 (Supplementary Fig. 9b, d), suggesting the high phagocytic ability of late CMDMs that expanded on day 5 (Fig. 2e). Indeed, Ly6C^lo^PD-L2^hi^ late CMDMs displayed enhanced phagocytic ability when compared to Ly6C^hi^PD-L2^hi^ early CMDMs, as judged by the frequency of AcidiFluor-positive cells and the fluorescence intensity (Fig. 3e–h).

Of note, resident-like macrophages showed reduced phagocytic ability, particularly in the phagocytosis of apoptotic neutrophils, compared to late CMDMs (Fig. 3e–h) even though they displayed high expression of genes encoding efferocytic receptors and bridging molecules (Fig. 3d). Considering that the expression of genes associated with phagocytosis tended to decline in resident-like macrophages compared to late CMDMs (Supplementary Fig. 10a), the expression of those associated with the process following the recognition of apoptotic cells might decline in resident-like macrophages. Indeed, the expression of genes associated with PI3K-Akt signaling, one key signaling pathway downstream of efferocytic receptors, declined in resident-like macrophages compared to late CMDMs (Supplementary Fig. 10b).

### The accumulation of secondary necrotic neutrophils aggravates skin inflammation in *Ccr2*^−/−^ mice

Mo-Mac populations in the IgE-CAI skin lesion of *Ccr2*^−/−^ mice displayed impaired ability of phagocytosing apoptotic neutrophils and allergens (Fig. 3i) in accordance with the failure in the generation of CMDMs (Fig. 1h). This prompted us to investigate the functional consequence of the failure in the generation of CMDMs in vivo by using *Ccr2*^−/−^ mice. Histopathological analysis demonstrated the presence of abscess-like leukocyte aggregates in the IgE-CAI skin lesion of *Ccr2*^−/−^ mice but not of WT mice (Fig. 4a). Immunohistochemical analysis revealed that these leukocyte aggregates were mainly composed of Ly6G^+^ neutrophils (Fig. 4b) in accordance with the exaggerated accumulation of neutrophils in the IgE-CAI skin lesion of *Ccr2*^−/−^ mice (Fig. 1c). Adoptive transfer of WT monocytes into *Ccr2*^−/−^ mice attenuated the formation of neutrophil-rich aggregates of leukocytes in the IgE-CAI skin lesion of *Ccr2*^−/−^ mice, suggesting that monocyte-derived macrophages prevented the excessive neutrophil accumulation (Supplementary Fig. 11). Depletion of neutrophils by treating *Ccr2*^−/−^ mice with either anti-Ly6G or anti-Gr-1 antibody significantly reduced the ear swelling, inflammatory cell accumulation and leukocyte aggregate formation in the skin lesion (Fig. 4c–e, and Supplementary Fig. 12), indicating that the accumulation of neutrophils contributed to the aggravated skin inflammation in *Ccr2*^−/−^ mice.

**Fig. 4:**
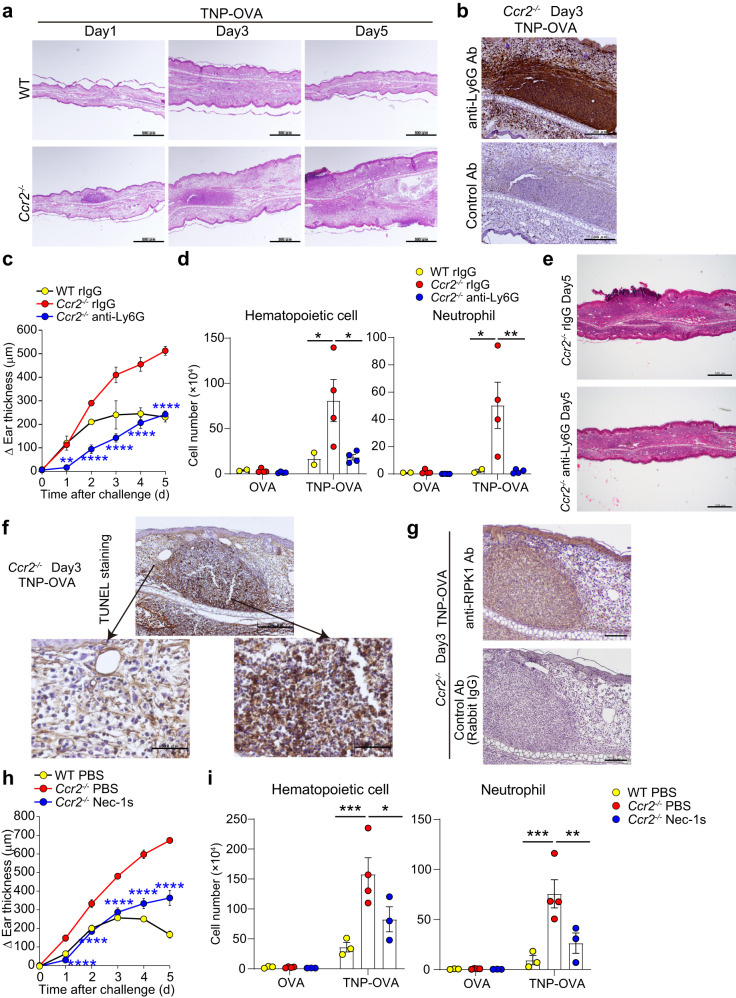
Accumulation of necrotic neutrophils aggravates skin inflammation in *Ccr2*^*−/−*^ mice. WT and *Ccr2*^*−/−*^ BALB/c mice were treated as in Fig. 1 to induce IgE-CAI. **a** Ear samples prepared on days 1, 3, and 5 were subjected to HE staining. Bars indicate 500 μm. **b** Ear specimens collected from *Ccr2*^*−/−*^ BALB/c mice on day 3 post-challenge were subjected to immunostaining with anti-Ly6G antibody or its isotype-matched control antibody. Data are representative of three independent experiments. Bars indicate 200 μm. **c**–**e** Neutrophil depletion antibody (anti-Ly6G) or control antibody (rIgG) was intraperitoneally administered to mice on days 0, 1, 2, 3, and 4 post-challenge. In (**c**), time course of ear swelling (Δ ear thickness) is shown (mean ± SEM, *n* = 2, *n* = 4 and *n* = 4 biologically independent animals for WT rIgG group, *Ccr2*^−/−^ rIgG group and *Ccr2*^−/−^ anti-Ly6G group, respectively). **p = 0.0037 (for day 1), ****p = 2.93 × 10^-7^ (for day 2), ****p = 2.09 × 10^−10^ (for day 3), ****p = 1.37 × 10^-8^ (for day 4), and ****p = 3.02 × 10^−9^ (for day 5) measured by two-way ANOVA with Tukey’s multiple comparison test. In d, the number of hematopoietic cells and neutrophils in the ear skin on day 5 is shown (mean ± SEM; *n* = 2, *n* = 4, and *n* = 4 biologically independent animals for WT rIgG group, *Ccr2*^−/−^ rIgG group and *Ccr2*^−/−^ anti-Ly6G group, respectively). In the left panel, *p = 0.042 (WT rIgG vs. *Ccr2*^−/−^ rIgG), *p = 0.0125 (*Ccr2*^−/−^ rIgG vs. *Ccr2*^−/−^ anti-Ly6G) measured by two-way ANOVA with Tukey’s multiple comparison test. In the right panel *p = 0.0325 (WT rIgG vs. *Ccr2*^−/−^ rIgG), *p = 0.0071 (*Ccr2*^−/−^ rIgG vs. *Ccr2*^−/−^ anti-Ly6G) measured by two-way ANOVA with Tukey’s multiple comparison test. In (**e**), HE-stained ear specimens collected on day 5 are shown. Bars indicate 500 μm. Ear specimens collected from *Ccr2*^*−/−*^ mice on day 3 post-challenge were subjected to TUNEL staining (**f**), immunostaining with anti-RIPK1 antibody (**g**) or its isotype-matched control antibody. Data are representative of three independent experiments. Bars in (**f**) indicate 200 (upper panel) and 50 μm (lower panels), respectively. Bars in (**g**) indicate 100 μm. **h**, **i** RIPK1 inhibitor (Necrostatin-1s; Nec-1s) or control PBS was intraperitoneally administered to mice on days 0, 1, 2, 3, and 4 post-challenge. In (**h**), time course of ear swelling (Δ ear thickness) is shown (mean ± SEM, *n* = 3, *n* = 4, and *n* = 3 biologically independent animals for WT PBS group, *Ccr2*^−/−^ PBS group and *Ccr2*^−/−^ Nec-1s group, respectively). ****p = 6.12 × 10^−5^ (for day 1), ****p = 8.96 × 10^−7^ (for day 2), ****p = 2.43 × 10^−10^ (for day 3), ****p = 1.42 × 10^−12^ (for day 4), and ****p = 1.06 × 10^−12^ (for day 5) measured by two-way ANOVA with Tukey’s multiple comparison test. In (**i**), the number of hematopoietic cells and neutrophils in the ear skin on day 5 is shown (mean ± SEM, *n* = 3, *n* = 4, and *n* = 3 biologically independent animals for WT PBS group, *Ccr2*^−/−^ PBS group and *Ccr2*^−/−^ Nec-1s group, respectively) In the left panel, ***p = 0.001 (WT PBS vs. *Ccr2*^−/−^ PBS), *p = 0.043 (*Ccr2*^−/−^ PBS vs. *Ccr2*^−/−^ Nec-1s) measured by two-way ANOVA with Tukey’s multiple comparison test. In the right panel ***p = 0.0005 (WT PBS vs. *Ccr2*^−/−^ PBS), **p = 0.0075 (*Ccr2*^−/−^ PBS vs. *Ccr2*^−/−^ Nec-1s) measured by two-way ANOVA with Tukey’s multiple comparison test. Data shown in (**a**–**i**) are representative of three independent experiments. Source data are provided as a Source Data file.

Neutrophil-rich leukocyte clusters in the skin lesion of *Ccr2*^−/−^ mice contained abundant dead cells with fragmented DNA (Fig. 4f) and RIPK1^+^ necrotic cells (Fig. 4g), suggesting that the accumulation of TUNEL and RIPK1 double-positive secondary necrotic cells. Of note, the treatment of *Ccr2*^−/−^ mice with RIPK1 inhibitor Nec-1s significantly suppressed ear swelling and accumulation of inflammatory cells, including neutrophils, in the IgE-CAI skin lesion (Fig. 4h, i), indicating the contribution of necrotic cells to aggravated inflammation in *Ccr2*^−/−^ mice. These results suggested that the failure in the generation of highly phagocytic CMDMs in *Ccr2*^−/−^ mice resulted in decreased clearance of apoptotic neutrophils while increased accumulation of necrotic neutrophils, leading to the exaggerated skin inflammation.

The treatment of *Ccr2*^−/−^ mice with anakinra, recombinant human IL-1R antagonist, significantly reduced IgE-CAI ear swelling (Fig. 5a). Moreover, the administration of anti-IL-1α but not anti-IL-1β antibody suppressed the ear swelling as wells as the accumulation of inflammatory cells including neutrophils and ameliorated histopathological changes in *Ccr2*^−/−^ mice (Fig. 5b–d). In line with this observation, the amounts of IL-1α protein in the IgE-CAI skin lesion were significantly higher in *Ccr2*^−/−^ mice than in WT mice whereas the amounts of IL-1β were ~60 times lower than those of IL-1α (Supplementary Fig. 13a). Providing that the *Il1a* mRNA expression was predominantly detected in neutrophils in *Ccr2*^−/−^ mice (Supplementary Fig. 13b), it can be assumed that IL-1α released from dying neutrophils promotes further accumulation of neutrophils in the IgE-CAI skin lesion of *Ccr2*^−/−^ mice, driving a vicious cycle of inflammation.

**Fig. 5:**
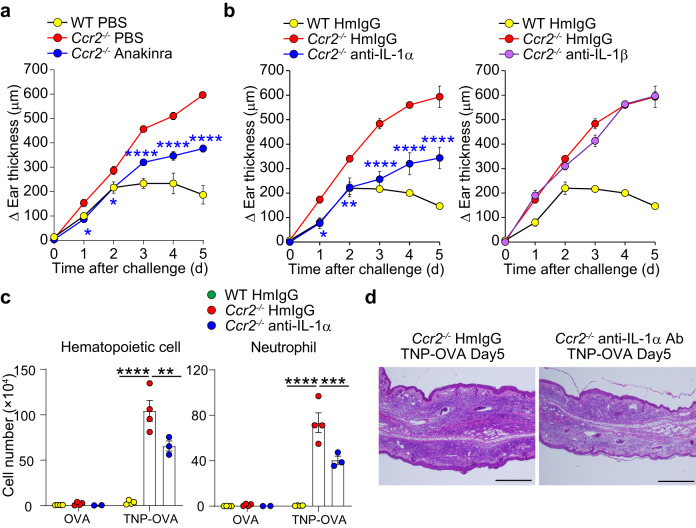
IL-1α contributes to the neutrophil accumulation in the IgE-CAI skin lesion of *Ccr2*^−/−^ mice. WT and *Ccr2*^*−/−*^ BALB/c mice were treated as in Fig. 1 to induce IgE-CAI. **a** Anakinra (human recombinant IL-1 antagonist) or control PBS was intraperitoneally administered to indicated mice on days 0, 1, 2, 3, and 4 post-challenge. The time course of ear swelling (Δ ear thickness) is shown (mean ± SEM, *n* = 3 biologically independent animals for each group). *p = 0.0371 (for day 1), *p = 0.0274 (for day 2), ****p = 1.89×10^-5^ (for day 3), ****p = 7.98 × 10^−7^ (for day 4), and ****p = 1.19 × 10^−9^ (for day 5) measured by two-way ANOVA with Tukey’s multiple comparison test. **b** Neutralizing antibody against IL-1α, IL-1β or its isotype-matched control antibody (HmIgG) was intraperitoneally administered to indicated mice on days 0, 1, 2, 3, and 4 post-challenge. Time course of ear swelling (Δ ear thickness) is shown (mean ± SEM, *n* = 3 biologically independent animals for each group). In the left panel, *p = 0.0219 (for day 1), **p = 0.0049 (for day 2), ****p = 3.74 × 10^−7^ (for day 3), ****p = 1.16 × 10^−7^ (for day 4), and ****p = 4.86 × 10^−8^ (for day 5) measured by two-way ANOVA with Tukey’s multiple comparison test. **c** The number of hematopoietic cells and neutrophils in the ear skin of indicated mice on day 5 is shown (mean ± SEM, *n* = 4 biologically independent animals for WT HmIgG and *Ccr2*^−/−^ HmIgG groups; *n* = 3 biologically independent animals for TNP-OVA-treated *Ccr2*^−/−^ anti-IL-1α group; *n* = 2 biologically independent animals for OVA-treated *Ccr2*^−/−^ anti-IL-1α group). In the left panel, ****p = 1.51 × 10^-8^ (WT HmIgG vs. *Ccr2*^−/−^ HmIgG), **p = 0.0032 (*Ccr2*^−/−^ HmIgG vs. *Ccr2*^−/−^ anti-IL-1α) measured by two-way ANOVA with Tukey’s multiple comparison test. In the right panel ****p = 2.46 × 10^−8^ (WT HmIgG vs. *Ccr2*^−/−^ HmIgG), ***p = 0.001 (*Ccr2*^−/−^ HmIgG vs. *Ccr2*^−/−^ anti-IL-1α) measured by two-way ANOVA with Tukey’s multiple comparison test. **d** HE stained ear specimens collected from indicated mice on day 5 are shown. Bars indicate 500 μm. Data shown in (**a**–**d**) are representative of three independent experiments. Source data are provided as a Source Data file.

## Discussion

Recent studies reported that Ly6C^hi^ classical monocytes can differentiate into not only Ly6C^hi^ inflammatory but also Ly6C^lo^ anti-inflammatory macrophages under certain conditions^7–10,20,26^. However, the differentiation trajectory from Ly6C^hi^ classical monocytes toward Ly6C^lo^ anti-inflammatory macrophages remained less clear compared to that toward Ly6C^hi^ inflammatory macrophages. Some studies have proposed that Ly6C^hi^ classical monocytes firstly differentiate to Ly6C^lo^ non-classical monocytes and subsequently into Ly6C^lo^ macrophages in murine models of schistosome-infected liver and sterile liver injury^15,16^. Other studies showed that Ly6C^lo^ macrophages can be generated from Ly6C^hi^ classical monocytes even in the absence of blood-circulating Ly6C^lo^ non-classical monocytes in models of skeletal muscle injury and myocardial infarction^17,18^. The present study with scRNA-seq, flow cytometric and functional analyses clearly demonstrated in a skin allergy model that Ly6C^hi^PD-L2^lo^ classical monocytes differentiate to Ly6C^lo^PD-L2^hi^ pro-resolving macrophages (late CMDMs) in a stepwise manner, namely via intermediate Ly6C^hi^PD-L2^hi^ macrophages (early CMDMs) but not Ly6C^lo^ non-classical monocytes, in an IL-4 receptor-dependent manner. This appears to accord with the recently proposed model of stepwise differentiation of tissue-infiltrating monocytes^27^.

Along the differentiation from classical monocytes to early CMDMs, the expression of not only *Adgre1* encoding F4/80, typical marker of macrophages, but also genes linked to anti-inflammatory functions was upregulated, most likely through IL-4 receptor-mediated signaling. By contrast, the expression of interferon-inducible genes was downregulated, indicating the functional switch from inflammatory monocytes to anti-inflammatory macrophages. Along the transition from early to late CMDMs, the expression of genes encoding efferocytosis receptors and bridging molecules as well as those associated with phagocytosis was upregulated. Moreover, late CMDMs displayed the enhanced expression of genes associated with lipid catabolism and cholesterol metabolism, implying that late CMDMs are equipped with the machinery to catabolize lipid components derived from dying cells taken up by efferocytosis^25,28^. In accordance with such gene expression profiling, CMDMs, particularly late ones, possess high ability to phagocytose apoptotic neutrophils in vivo, and late CMDMs contain lipid droplet-like structures, resembling foam cells observed in atherosclerosis^29,30^. Taken together, the differentiation of skin-recruited classical monocytes into CMDMs, particularly late ones, appears to be a crucial step for the resolution of allergic inflammation by means of phagocytic clearance of apoptotic cells.

van Dierendonck et al. reported that the lipid droplet accumulation in macrophages suppresses the production of inflammatory mediators, including IL-6 and PGE2, in a manner dependent on the upregulation of the hypoxia-inducible lipid droplet-associated (HILPDA) protein^31^. In our study, the upregulation of *Hilpda* was observed at the stage of early CMDMs (Supplementary Fig. 7a), suggesting the possibility that the lipid droplet accumulation may start even prior to the stage of late CMDMs, contributing to the resolution of inflammation through the suppression of inflammatory mediators. We also identified that late CMDMs in the allergic skin lesion display high expression of the gene encoding TREM2. *Trem2*^hi^ lipid-associated macrophages have been shown to regulate inflammatory responses in certain disorders, including metabolic disorders, neurodegenerative diseases, and tumors^23,32–34^. *Trem2*^hi^ macrophages expressing both lipid-associated genes and efferocytosis-associated genes are also detected in nerve injury model^12^. In a model of myocardial infarction, *Ly6c2*^hi^ classical monocytes differentiate sequentially to early macrophages, transient macrophages and *Trem2*^hi^ late macrophages, leading to cardiac tissue remodeling^35^. Thus, the stepwise differentiation trajectory from classical monocyte into TREM2^hi^ lipid-associated macrophages might be a shared pathway in the resolution of inflammation and the remodeling after tissue injury.

The present study clearly demonstrated that IL-4 derived from basophils is an important factor driving the differentiation of classical monocytes to early and late CMDMs, leading to the resolution of allergic inflammation through the clearance of apoptotic cells by phagocytic CMDMs. Considering that some of IL-4 receptor-deficient monocytes displayed the surface phenotype similar to that of CMDMs to a certain extent in the IgE-CAI skin lesion (Supplementary Fig. 6c), factors other than IL-4 may also contribute to the differentiation to CMDMs. It has been reported that the efferocytosis of apoptotic cells promotes the differentiation of monocytes to remodeling macrophages in cooperation with IL-4 and IL-13^36^. Indeed, the 24h- and 48h-incubation of Ly6C^hi^PD-L2^lo^ classical monocytes ex vivo with apoptotic neutrophils induced the change in the surface phenotype to Ly6C^hi^PD-L2^hi^ and Ly6C^lo^PD-L2^lo^, respectively (Supplementary Fig. 14), suggesting that the engulfment of apoptotic neutrophils may also promote the differentiation into early and late CMDMs.

The examination of the IgE-CAI skin lesion of *Ccr2*^−/−^ mice illustrated the functional consequence of the failure in the generation of CMDMs, namely the appearance of abscess-like clusters of TUNEL and RIPK1 double-positive neutrophils. Depletion of neutrophils or treatment with RIPK1 inhibitor ameliorated excess inflammation in *Ccr2*^−/−^ mice, suggesting that the accumulation of secondary necrotic neutrophils exaggerated skin inflammation. We identified IL-1α but not IL-1β, most likely released from dying neutrophils, is a key driver of the vicious cycle of inflammation in *Ccr2*^−/−^ mice, leading to the formation of abscess-like neutrophil clusters in the skin lesion, in contrast to the case of the abscess formation during *Staphylococcus aureus* infection where IL-1β plays a critical role^37^. The scRNA-seq analysis suggested that the genes encoding IL-1α receptor and neutrophil-attracting chemokine CXCL5 are predominantly expressed by skin *Pdgfra*^+^ fibroblasts (Supplementary Fig. 15a, b). The treatment of *Ccr2*^−/−^ mice with IL-1α neutralizing antibody attenuated the expression of *Cxcl5* in skin fibroblasts (Supplementary Fig. 15c), suggesting that skin fibroblasts could be the target of IL-1α and produces CXCL5 to promote neutrophil infiltration into the IgE-CAI skin lesion. Taken together, in *Ccr2*^−/−^ mice, the failure in the generation of highly efferocytic CMDMs appeared to cause the accumulation of secondary necrotic neutrophils that in turn produce IL-1α, promoting further recruitment of neutrophils through the production of neutrophil-attracting chemokines by IL-1α-stimulated skin fibroblasts. In WT mice, highly efferocytic CMDMs efficiently clears apoptotic cells, thus preventing the IL-1α-mediated aggravation of neutrophilic inflammation. Of note, the exaggerated neutrophil accumulation in *Ccr2*^−/−^ mice has been reported in other inflammatory settings, including infection and injury models^38–43^, suggesting that the IL-1α-mediated vicious cycle of inflammation identified in the present study may be operative in these settings as well.

In conclusion, we took advantage of single-cell transcriptomics in combination with flow cytometric and functional analyses in the present study and clarified the stepwise differentiation from Ly6C^hi^ classical (inflammatory) monocytes toward Ly6C^lo^ pro-resolving CMDMs in the IgE-CAI skin allergy model. The failure of this process in the IgE-CAI response drives the IL-1α-mediated vicious cycle of inflammation, leading to neutrophilic aggravation of the skin inflammation. Further studies are needed to clarify whether the similar process is operative in the resolution phase of other inflammatory disorders.

## Methods

### Mice

BALB/c (BALB/cCrSlc) and C57BL/6J (C57BL/6JmsSlc) mice were purchased from Sankyo Labo Service Corporation, Inc, Japan. CD45.1 congenic C57BL/6 (B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ) mice, *Cx3cr1*^Cre^ C57BL/6 (B6J.B6N(Cg)-*Cx3cr1*^tm1.1(cre)Jung^/J) mice^44^ and *Il4ra*^−/−^ BALB/c (BALB/c-*Il4ra*^tm1Sz^) mice^45^ were purchased from the Jackson Laboratory. *Il4ra*^fl^ (*Il4ra*^tm2Fbb^) C57BL/6 mice^46^ were previously established. *Cx3cr1*^Cre^ C57BL/6 and *Il4ra*^fl^ C57BL/6 mice were cross-bred in our laboratory to establish *Cx3cr1*^Cre^ *Il4ra*^fl^ C57BL/6 mice that are deficient for IL-4 receptor only in Mo-Mac lineage cells. *Ccr2*^−/−^ BALB/c (*Ccr2*^tm1Mae^) mice^47^ were kindly provided by W.A. Kuziel (External Scientific Affairs, Daiichi Sankyo Group, Edison, NJ) and N. Mukaida (Kanazawa University). *Ccr2*^−/−^ C57BL/6 mice were generated by N. Mukaida (Kanazawa University) by backcrossing *Ccr2*^−/−^ BALB/c mice to C57BL/6 strain. Mice were maintained under specific pathogen-free conditions in our animal facilities. Animal rooms are maintained at 22 ± 3 °C, with a 12 h:12 h light-dark cycle, and humidity is maintained between 30% and 70%. Animals are housed in individually ventilated cages (Innovive Caging System) and are fed with natural ingredient chow diet ad libitum (Japan CLEA: Rodent Diet CE-2). Cages are bedded with cloth material (Japan SLC: Q-pura chip). Seven-to-twelve-week-old male mice were used in the study. Animals are group-housed whenever possible. At the end of all experiments, mice were euthanized by CO_2_ inhalation. All animal studies were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (No. A2022-023C2).

### Antibodies

The following antibodies were purchased from BioLegend: Alexa Fluor 488-conjugated anti-CD45.2 (clone: 104, catalog#:109816, dilution 1:400), APC-conjugated anti-CD200R3 (clone: Ba13, catalog#: 142208, dilution 1:400), anti-CD64 (clone: X54-5/7.1, catalog#:139306, dilution 1:400), APC-Cy7-conjugated anti-Ly6G (clone: 1A8, catalog#: 127624, dilution 1:400), APC/Fire 750-conjugated anti-Ly6G (clone: 1A8, catalog#: 127652, dilution 1:400), FITC-conjugated anti-CD45 (clone: 30-F11, catalog#: 103108, dilution 1:400), PacificBlue-conjugated anti-c-Kit (clone: 2B8, catalog#: 105820, dilution 1:400), anti-CD45.1 (clone: A20, catalog#: 110722, dilution 1:400), BV421-conjugated PD-L2 (clone: TY25, catalog#: 107219, dilution 1:400), anti-CD11b (clone: M1/70, catalog#: 101251, dilution 1:400), BV510-conjugated anti-CD45.1 (clone: A20, catalog#: 110741, dilution 1:400), BV605-conjugated anti-CD11b (clone: M1/70, catalog#: 101257, dilution 1:400), BV711-conjugated anti-F4/80 (clone: BM8, catalog#: 123147, dilution 1:400), BV785-conjugated anti-Ly6C (clone: HK1.4, catalog#: 128041, dilution 1:400), PE-conjugated anti-PD-L2 (clone: TY25, catalog#: 107206, dilution 1:400), PE-Cy7-conjugated anti-CD49b (clone: HMα2, catalog#: 103518, dilution 1:400), anti-F4/80 (clone: BM8, catalog#:123114, dilution 1:400), anti-PD-L2 (clone: TY25, catalog#: 107214, dilution 1:400). The following antibodies were purchased from BD Biosciences: Alexa 647-conjugaed anti-Siglec-F (clone: E50-2440, catalog#: 562680, dilution 1:400), BV421-conjugated anti-Siglec-F (clone: E50-2440, catalog#: 562681, dilution 1:400), BV480-conjugated c-Kit (clone: 2B8, catalog#: 566074, dilution 1:400). IgE mAb specific to 2,4,6-trinitrophenol (TNP) was prepared from hybridoma (IGELb4, catalog#: TIB141; ATCC) in our laboratory.

### Induction of IgE-CAI

To elicit IgE-CAI^20,48^, mice were first sensitized with intravenous injection of 300 μg of anti-TNP IgE, and on the following day challenged with an intradermal injection of 10 μg TNP_12_-conjugated ovalbumin (OVA) and control OVA into the right and left ear, respectively. The value of Δear thickness, the differences in ear thickness (right–left) was calculated for the evaluation of inflammation.

### Administration of antibodies and inhibitors to mice

In neutrophil depletion experiment, mice were intraperitoneally administered with 500 μg/day of Ultra-LEAF anti-mouse Ly6G antibody (clone: 1A8; catalog#: 127650; BioLegend), 250 μg/day anti-mouse Gr-1 antibody (clone: RB6-8C5; prepared in our laboratory from hybridoma), or control rat IgG (Jackson ImmunoReseach) once a day during the development of IgE-CAI. For inhibition of necrosis, mice were intravenously administered with 150 μg/day of Nec-1s (7-Cl-O-Nec1; Calbiochem), or vehicle alone (PBS containing DMSO) once a day during the development of IgE-CAI. For IL-1 neutralization experiment, mice were intraperitoneally administered with 1 mg/day of Anakinra (Raleukin; MedChemExpress), 300 μg/day of anti-IL-1α antibody (clone: ALF-161; BioXCell catalog#: BE0243), 300 μg/day of anti-IL-1β antibody (clone: B122; BioXCell catalog#: BE0246), or 300 μg/day polyclonal Armenian hamster IgG antibody (BioXCell catalog#: BE0091) once a day during the development of IgE-CAI.

### Monocyte transfer experiment

Monocytes were enriched from bone marrow cells by using EasySep Mouse Monocyte Isolation Kit (StemCell Technologies, catalog#: 19861) according to manufacturer’s protocol. Bone marrow monocytes (1 × 10^6^ cells/injection/mouse) or control PBS were intravenously administered to the mice once a day during the development of IgE-CAI.

For fate-tracking experiments and ex vivo monocyte culture experiments, monocytes were first enriched from the bone marrow of CD45.1 congenic C57BL/6 mice or BALB/c mice by using EasySep Mouse Monocyte Isolation Kit (StemCell Technologies, catalog#: 19861). Ly6C^hi^ monocytes were isolated from monocytes by using biotinylated anti-Ly6C antibody (clone: AL-21, catalog#: 557359, dilution 1:400; BD Biosciences) and EasySep Mouse biotin positive selection Kit II (StemCell Technologies, catalog#: 17665). Ly6C^lo^ monocytes were isolated from monocytes by depleting Ly6C^+^ population using biotinylated anti-Ly6C antibody (clone: AL-21, BD Biosciences) and EasySep Mouse Streptavidin RapidSpheres Isolation Kit (StemCell Technologies, catalog#: 19860).

### Ex vivo culture of monocytes

Cells were cultured in RPMI complete medium (RPMI 1640 medium (Nacalai tesque) supplemented with 10% fetal bovine serum (Sigma-Aldrich), 100 U/mL penicillin (Nacalai tesque), 100 μg/mL streptomycin (Nacalai tesque), 1 mM sodium pyruvate (Nacalai tesque), 0.1 mM nonessential amino acids (Nacalai tesque), and 5 × 10^−5^ M 2-mercaptoethanol (Gibco)). Bone marrow-derived basophils (BMBAs) were generated by culturing bone marrow cells in the presence of murine IL-3 (300 pg/mL; BioLegend) for 6 days^49^. BMBAs were then sensitized with anti-TNP IgE antibody (clone: IgE-Lb4: 1 μg/mL) for 24 h, followed by the magnetic enrichment of CD49b^+^ fractions by using biotinylated CD49b antibody (clone: DX5, catalog#: 108904, dilution 1:400; BioLegend) and MojoSort Streptavidin Nanobeads (BioLegend). BMBAs were then incubated with TNP-OVA or control OVA (10 ng/mL each) for 18 h. Ly6C^hi^ monocytes isolated from the bone marrow of BALB/c mice or *Il4ra*^−/−^mice were incubated for 24 h or 48 h with the culture supernatant of BMBAs. In some experiments, Ly6C^hi^ monocytes (1 × 10^5^ cells/well) from WT mice were incubated for 24 h or 48 h with recombinant mouse IL-4 (20 ng/mL; BioLegend), apoptotic neutrophils (1 × 10^6^ cells/well) or control PBS.

### Histopathological analysis

For hematoxylin and eosin staining, ear specimens were fixed with 4% paraformaldehyde/PBS solution, embedded in paraffin, cut into 5 μm-thick sections, and stained with hematoxylin and eosin (Muto pure chemicals). For immunohistochemical staining, ear sections were treated with microwaves, followed by incubation with methanol containing 0.3% H_2_O_2_, avidin/biotin blocking kit (Vector laboratories, catalog#: SP-2001), and normal serum (Vector laboratories). Ear sections were then incubated with the following antibodies at 4 °C for 18 h: rat anti-Ly6G antibody (1 μg/mL; clone: 1A8, catalog#: 127602; BioLegend), rat IgG2a isotype control antibody (1 μg/mL; clone: RTK2758, catalog#: 400502; BioLegend), rabbit polyclonal anti-RIPK1 antibody (2.5 μg/mL, catalog#: NBP1-77077, Novus Biologicals), and rabbit polyclonal IgG isotype control antibody (2.5 μg/mL, catalog#: ab37415, Abcam). They were incubated subsequently with biotinylated secondary antibody, ABC reagent (Vector laboratories), 3´-diaminobenzidene tetrahydrochloride solution (Nacalai tesque), and counterstained with hematoxylin. TUNEL staining was conducted by using TACS 2 TdT-DAB In Situ Apoptosis Detection Kit (R&D systems, catalog#: 4810-30-K), according to manufacturer’s protocols.

### Flow cytometric analyses and cell sorting

For flow cytometric analyses, single-cell suspensions were prepared from the ear skin by treating excised ears with collagenase (125 U/mL, Wako) in RPMI complete medium at 37 °C for 2 h, followed by depletion of red blood cells. After pre-incubation with TruStain FcX PLUS antibody (anti-CD16/32 antibody, clone: S17011E, catalog#: 156604, dilution 1:200; BioLegend) and normal rat serum (Merck Millipore, dilution 1:10) on ice for 10 min to prevent the non-specific binding of irrelevant Abs, cells were stained with indicated combination of Abs, and analyzed with FACSLyric (BD Biosciences) or sorted with FACSAriaIII (BD Biosciences). Each cell lineage was identified as follows: neutrophils (CD45^+^ Ly6G^+^ Siglec-F^-^), eosinophils (CD45^+^ Ly6G^int^ Siglec-F^+^), basophils (CD45^int^ c-Kit^−^ CD49b^+^ CD200R3^+^), Mo-Macs (CD45^+^ Ly6G^-^ Siglec-F^-^ CD11b^+^ F4/80^+^), and non-hematopoietic cells (CD45^-^). For experiments in Fig. 3b, sort-purified Mo-Mac subpopulations were stained by using Diff-Quik stain (Sysmex, catalog#: 16920), according to the manufacturer’s protocol.

### Quantitative PCR

cDNA was synthesized from sort-purified fibroblasts by using QuantAccuracy RT-RamDA cDNA Synthesis Kit (TOYOBO), according to manufacturer’s protocol. Quantitative PCR of the cDNA was performed on StepOnePlus Real-Time PCR system (Applied Biosystems) using a Fast SYBR Green Master Mix (Applied Biosystems) and the following primer sets: *Cxcl5* (sense-GCATTTCTGTTGCTGTTCACGCTG, antisense-CCTCCTTCTGGTTTTTCAGTTTAGC), *Rplp0* (sense- GCCCCTGCACTCTCGCTTTC, antisense- TGCCAGGACGCGCTTGT). Relative gene expression levels were calculated by ΔΔCT method with normalization using *Rplp0* expression.

### Measurement of cytokines and chemokine in the skin lesions

The ear skins suspended in PBS containing 0.1% Triton X-100 (Sigma-Aldrich) and Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific) were homogenized by using zirconium oxide beads and Minilys (Bertin Technologies). The amounts of cytokines and chemokines in ear homogenate were measured by BD Cytometric Bead Array Flex Set (BD Biosciences, catalog#: 560157, 560232) and LEGENDplex Mouse Proinflammatory Chemokine Panel (BioLegend, catalog#: 740451), according to the manufacturer’s protocol.

### In vivo phagocytosis assay

For uptake assay for apoptotic neutrophils, splenic neutrophils were first isolated from the spleen of BALB/c wild-type mice by magnetic sorting using biotinylated anti-Ly6G antibody (clone: 1A8; catalog#: 127604; BioLegend) and Mojosort streptavidin nanobeads (BioLegend, catalog#: 480016). Apoptosis of Ly6G^+^ neutrophils was then induced by incubating neutrophils for 48 h in RPMI complete medium, followed by labeling with AcidiFluor orange-NHS (Goryo chemical). 1 × 10^6^ cells of apoptotic neutrophils labeled or unlabeled with AcidiFluor were administered to IgE-CAI skin lesion on day 5 post-challenge. For uptake assay for OVA, 100 μg of OVA labeled or unlabeled with AcidiFluor dye (Goryo chemical) were administered to IgE-CAI skin lesion on day 5 post-challenge. Ear skins were subjected to flow cytometric analysis 2 h after administration of apoptotic neutrophils or OVA.

### scRNA-seq analysis

For single-cell RNA-seq analysis, excised ears were cut into small pieces by using razors, and incubated with Liberase TM (0.25 mg/mL; Roche) in RPMI complete medium at 37 °C for 50 min. After the removal of dead cells and red blood cells through density separation with 25% and 65% Percoll PLUS (Cytiva), isolated cells were incubated with TotalSeq anti-mouse Hashtag-A antibodies [BioLegend, clone: M1/42, 30-F11, dilution 1:400; Hashtag antibody A0311 (catalog #: 155821), A0312 (catalog #: 155823), A0313 (catalog#: 155825) and A0314 (catalog #: 155827)]. Ten thousand labeled cells (approximately 2,500 cells for each condition) were trapped and reverse-transcribed using BD Rhapsody (BD) according to the manufacturer’s instructions, followed by the preparation of cDNA libraries and hashtag libraries by TAS-Seq method^50^. The sequencing analysis was conducted by ImmunoGeneTeqs, Inc by using Novaseq 6000 sequencer (Illumina) and Novaseq S4 200 cycles v1.5 kit (Illumina, catalog #: 20028313).

### Data processing for scRNA-seq analysis

After adapter removal and quality filtering by Cutadapt-2.10^51^, gene expression libraries were aligned to mouse Ensemble RNA (GRCm38.p6, release-101) by Bowtie2-2.3.4.1^52^, and count matrices were generated using the modified Python script of BD Rhapsody workflow. Valid cell barcodes were identified as cell barcodes above the inflection threshold of knee-plot of total read counts of each cell barcode identified by the DropletUtils package^53^. Each sample origin and doublets were identified based on fold-change of the normalized read counts of Hashtag antibodies. To subtract the background read counts of each gene caused by RNA diffusion during the lysis step within the BD Rhapsody cartridge and reverse transcription, distribution-based error correction was performed^50^. The resultant dataset was mainly analyzed using R software package Seurat v4.0.4^54^ in R 4.1.0. As quality control, doublets and cells with the mitochondrial gene proportion >20% were filtered out. The log-normalized gene counts were calculated using NormalizeData function (scale.factor = 1,000,000) and highly variable genes were defined by FindVariableFeatures function (selection.method = ”vst”, nfeature=2000). Read counts were regressed out by the ScaleData function. Principal component analysis was performed on the variable genes, and principal components with their *p* value < 0.05 calculated by the jackstraw method were subjected to cell clustering and UMAP dimensional reduction. Differentially expressed genes were defined as those whose *p* value, as calculated by the Wilcoxon rank sum test and adjusted by the Bonferroni method is <0.05 and whose log2FoldChange is >0.5 or <−0.5. GSEA was conducted by utilizing the R software package clusterProfiler v4.0.5^55^. Pseudotime analysis was performed by utilizing slingshot v2.4.0^56^ and tradeSeq^57^. RNA velocity analysis was conducted by utilizing scVelo^58^.

### Bulk RNA-seq analysis

For bulk RNA-seq analysis, IgE-CAI skin lesions were cut into small pieces by razors, followed by tissue dissociation by using Multi Tissue Dissociation Kit 1 (Miltenyi Biotec) and gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec) according to the manufacturer’s program named 37C_WSDK_2. Cells were then subjected to FACS sorting and four Mo-Mac subpopulations (Ly6C^hi^PD-L2^lo^, Ly6C^hi^PD-L2^hi^, Ly6C^lo^PD-L2^hi^ and Ly6C^lo^PD-L2^lo^) were isolated. Total RNA was lysed from 5000–80,000 cells sort-purified monocyte-macrophage subpopulations by using lithium dodecyl sulfate-based lysis/storage buffer^59,60^. mRNA was isolated from total RNA by Dynabeads M-270 streptavidin with biotin-oligo (dT)25 (Thermo Fisher Scientific). First- and second-strand cDNA synthesis was performed by Superscript reverse transcriptase IV (Thermo Fisher Scientific) and Kapa HiFi DNA polymerase (Roche). Whole-transcriptome library was subjected to fragmentation/end-repair/A-tailing using NEBNext Ultra II FS DNA Library Prep Kit for Illumina (New England Biolabs, catalog #: E7805). Ligated products were purified and performed the barcoding PCR. Pooled libraries were sequenced by Illumina Novaseq 6000 sequencer (Illumina) and NovaSeq 6000 S4 Reagent Kit v1.5 (Illumina, catalog #: 20028313). Adapter trimming and quality filtering of sequencing data were performed by using Cutadpat-v4.1^51^. The filtered reads were mapped to reference RNA (GRCm38 release-101) using Bowtie2-2.4.5^52^, and read number of each gene was counted. Normalization of count data and DE analyses were performed by utilizing the R software package TCC v.1.32.0^61^. PCA visualization was conducted by ggbiplot. Differentially expressed genes (DEGs) for each Mo-Mac subpopulation was defined as follows: DEGs for Ly6C^+^PD-L2^-^ Mo-Mac were defined as genes significantly upregulated in Ly6C^hi^PD-L2^lo^ Mo-Mac compared to Ly6C^hi^PD-L2^hi^ and Ly6C^lo^PD-L2^hi^ Mo-Mac; DEGs for Ly6C^hi^PD-L2^hi^ Mo-Mac were defined as genes significantly upregulated in Ly6C^hi^PD-L2^hi^ Mo-Mac compared to Ly6C^hi^PD-L2^lo^ and Ly6C^lo^PD-L2^hi^ Mo-Mac; DEGs for Ly6C^lo^PD-L2^hi^ Mo-Mac were defined as genes significantly upregulated in Ly6C^lo^PD-L2^hi^ Mo-Mac compared to Ly6C^hi^PD-L2^hi^ and Ly6C^lo^PD-L2^lo^ Mo-Mac; DEGs for Ly6C^lo^PD-L2^lo^ Mo-Mac were defined as genes significantly upregulated in Ly6C^lo^PD-L2^lo^ Mo-Mac compared to Ly6C^lo^PD-L2^hi^ and Ly6C^hi^PD-L2^lo^ Mo-Mac. Module scores for each Mo-Mac subpopulation was calculated by AddModuleScore function in Seurat v4.0.4.

### Quantification and statistical analysis

Statistical analyses were performed with the GraphPad Prism (GraphPad Software). A *p* value of less than 0.05 was considered statistically significant. Comparisons between the two groups were performed using an unpaired Student’s *t* test. Comparisons between multiple treatment groups and a control group were performed using one-way or two-way ANOVA with post hoc Tukey’s multiple comparison test or Sidak’s multiple comparison test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq and bulk RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession codes GSE221310 and GSE245865, respectively. For mapping of transcriptomic data, mouse EnsemblRNA (GRCm38, release-101; http://aug2020.archive.ensembl.org/Mus_musculus/Info/Index) was used. Source data are provided in this paper.

# Supplementary material for: Single-cell transcriptomics identifies the differentiation trajectory from inflammatory monocytes to pro-resolving macrophages in a mouse skin allergy model
**Source:** Nat Commun. 2024 Feb 23;15:1666. doi: 10.1038/s41467-024-46148-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures:

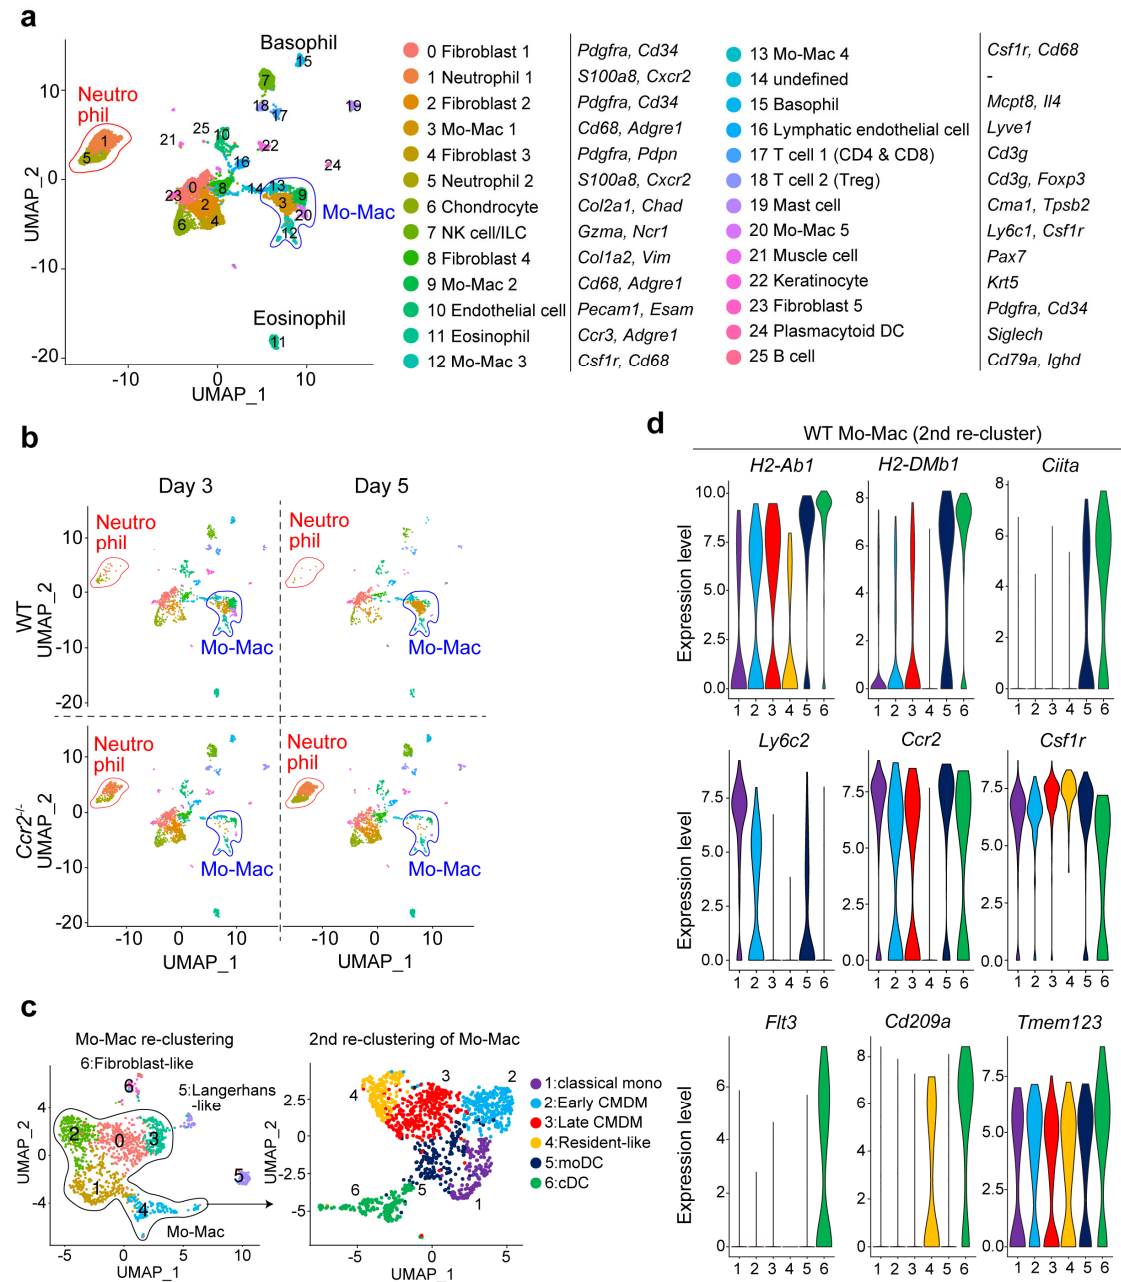

**Supplementary Fig. 1. scRNA-seq analysis identifies various cell lineages present in the IgE-CAI skin lesion.** IgE-CAI was elicited in WT and *Ccr2*<sup>-/-</sup> mice, and cells isolated from the skin lesion on days 3 and 5 post-challenge were subjected to scRNA-seq analysis. (a) UMAP plot of combined scRNA-seq datasets obtained from WT and *Ccr2*<sup>-/-</sup> mice is shown. (b) UMAP plots of total cells isolated from WT and *Ccr2*<sup>-/-</sup> mice on days 3 and 5 post-challenge are separately shown. (c) Monocyte-macrophage (Mo-Mac) clusters (clusters 3, 9, 12, 13, 20 shown in a) were re-clustered. UMAP plot of re-clustered Mo-Mac populations are shown in the left panel. Mo-Mac lineage clusters (clusters 0, 1, 2, 3,

4) were further re-clustered for further analysis. UMAP plot of 2<sup>nd</sup> re-clustered Mo-Mac populations is shown in the right panel. (d) Violin plots of indicated gene expression in 2<sup>nd</sup> re-clustered Mo-Mac clusters are shown.

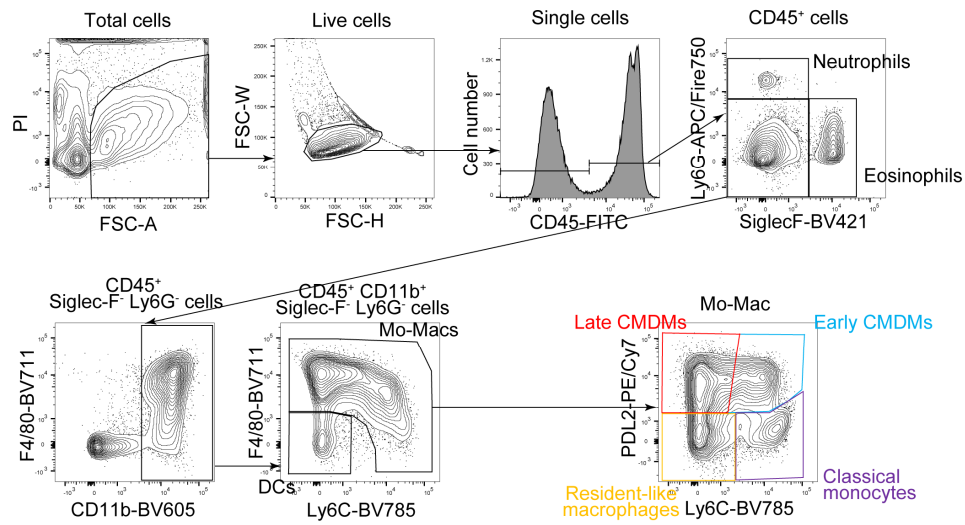

**Supplementary Fig. 2. Gating strategy to identify each monocyte-macrophage subset.** Gating strategy in flow cytometric analysis to identify monocytes, early CMDMs, late CMDMs and resident-like macrophages among the monocyte-macrophage cell lineage in the IgE-CAI skin lesion isolated 5 days after challenge. Data shown are representative of three independent experiments.

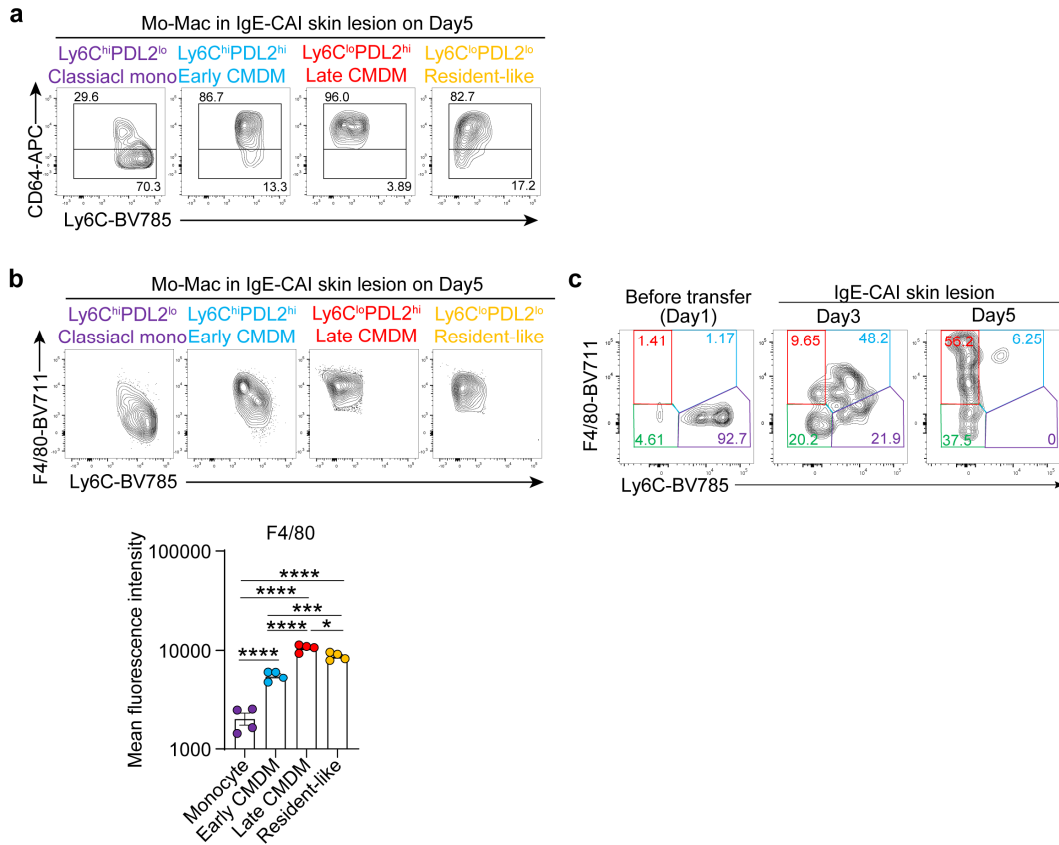

**Supplementary Fig. 3. Classical monocytes upregulate their CD64 and F4/80 expression along with the differentiation toward CMDMs.** (a-b) WT mice were treated as in Fig. 1 to induce IgE-CAI. Cells isolated from the IgE-CAI skin lesion on day 5 were subjected to flow cytometric analysis. In a, the surface expression of CD64 and Ly6C in  $\text{Ly6C}^{\text{hi}}\text{PDL2}^{\text{lo}}$ ,  $\text{Ly6C}^{\text{hi}}\text{PDL2}^{\text{hi}}$ ,  $\text{Ly6C}^{\text{lo}}\text{PDL2}^{\text{hi}}$  and  $\text{Ly6C}^{\text{lo}}\text{PDL2}^{\text{lo}}$  populations is shown. In b, the surface expression of F4/80 and Ly6C in  $\text{Ly6C}^{\text{hi}}\text{PDL2}^{\text{lo}}$ ,  $\text{Ly6C}^{\text{hi}}\text{PDL2}^{\text{hi}}$ ,  $\text{Ly6C}^{\text{lo}}\text{PDL2}^{\text{hi}}$  and  $\text{Ly6C}^{\text{lo}}\text{PDL2}^{\text{lo}}$  populations is shown in upper panels. The mean fluorescence intensity (MFI) of F4/80 in each Mo-Mac subset isolated from the ear skin on day 5 post-challenge is shown (mean  $\pm$  SEM,  $n = 4$  biologically independent animals for each group). \*\*\*\* $p=9.58 \times 10^{-5}$  (mono vs. early CMDM); \*\*\*\* $p=6.1 \times 10^{-9}$  (mono vs. late CMDM), \*\*\*\* $p=9.47 \times 10^{-8}$  (mono vs. resident-like), \*\*\*\* $p=2.07 \times 10^{-6}$  (early vs. late CMDM), \*\*\* $p=0.0002$  (early CMDM vs. resident-like), \* $p=0.0162$  (late CMDM vs. resident-like) measured by one-way ANOVA with Tukey's multiple comparison test. (c)  $\text{Ly6C}^{\text{hi}}$  monocytes prepared from the bone marrow of  $\text{CD45.1}^+$  mice were adoptively transferred to  $\text{CD45.2}^+ \text{Ccr2}^{-/-}$  mice on day 1 post-challenge.  $\text{CD45.1}^+$  cells isolated from the IgE-CAI skin lesion on days 3 and 5 were subjected to flow cytometric analysis. The surface expression of F4/80 and Ly6C in monocyte-macrophage lineage cells is shown.

Data shown in a-b are representative of three independent experiments. Data shown in c are representative of two independent experiments. Source data are provided as a Source Data file.

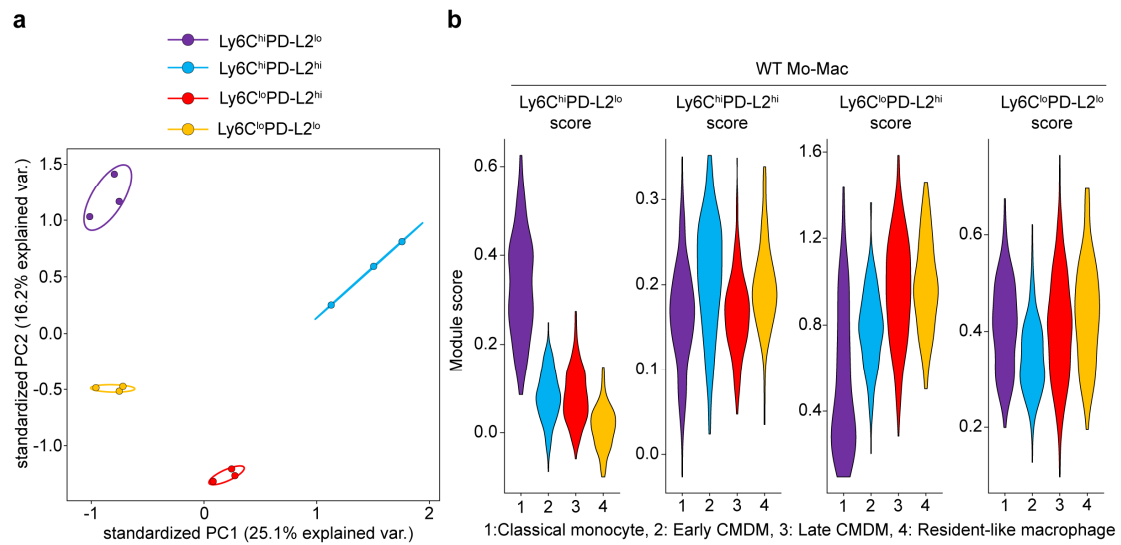

**Supplementary Fig. 4. Bulk RNA-seq analysis of individual Mo-Mac populations validates the correspondence to the Mo-Mac clusters identified in the scRNA-seq analysis.** WT mice were treated as in Fig. 1 to induce IgE-CAI. Four Mo-Mac populations (Ly6C<sup>hi</sup>PDL2<sup>lo</sup>, Ly6C<sup>hi</sup>PDL2<sup>hi</sup>, Ly6C<sup>lo</sup>PDL2<sup>hi</sup> and Ly6C<sup>lo</sup>PDL2<sup>lo</sup>) were isolated from the IgE-CAI skin lesion on day 5 and subjected to bulk RNA-seq analysis (n=3 samples, each). (a) PCA plot for the gene expression of four Mo-Mac populations is shown. (b) Differentially expressed genes (DEGs) in each Mo-Mac population were calculated by using bulk RNA-seq data. Module scores were calculated for scRNA-seq dataset in Fig. 1f concerning the DEGs for each Mo-Mac population. Violin plots showing the scoring for each Mo-Mac population are shown.

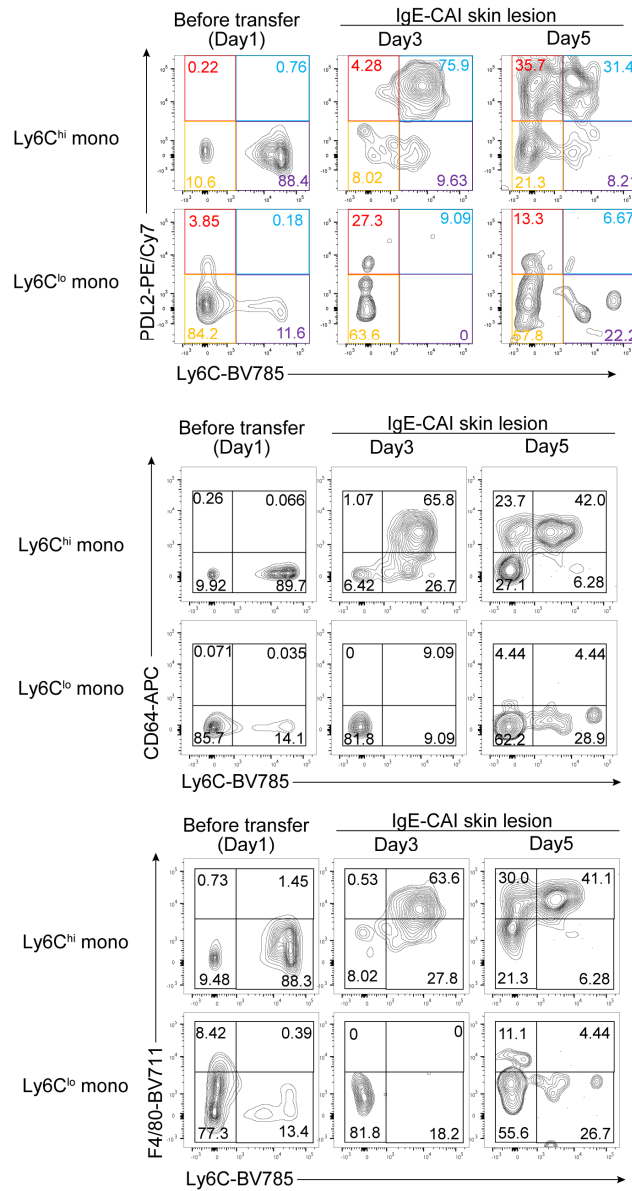

**Supplementary Fig. 5. Classical but not non-classical monocytes sequentially differentiate into early and late CMDMs.** WT mice were treated as in Fig. 1 to induce IgE-CAI. Ly6C<sup>hi</sup> and Ly6C<sup>lo</sup> monocytes isolated from the bone marrow of CD45.1<sup>+</sup> mice were adoptively transferred to WT mice (CD45.2<sup>+</sup>) on day 1 post-challenge. Cells isolated from the IgE-CAI skin lesion on days 3 and 5 were subjected to flow-cytometric analysis. The surface expression of PD-L2 and Ly6C (upper panels), CD64 and Ly6C (middle panels) or F4/80 and Ly6C (lower panels) in the CD45.1<sup>+</sup> Mo-Mac population is shown. Data shown are representative of two independent experiments.

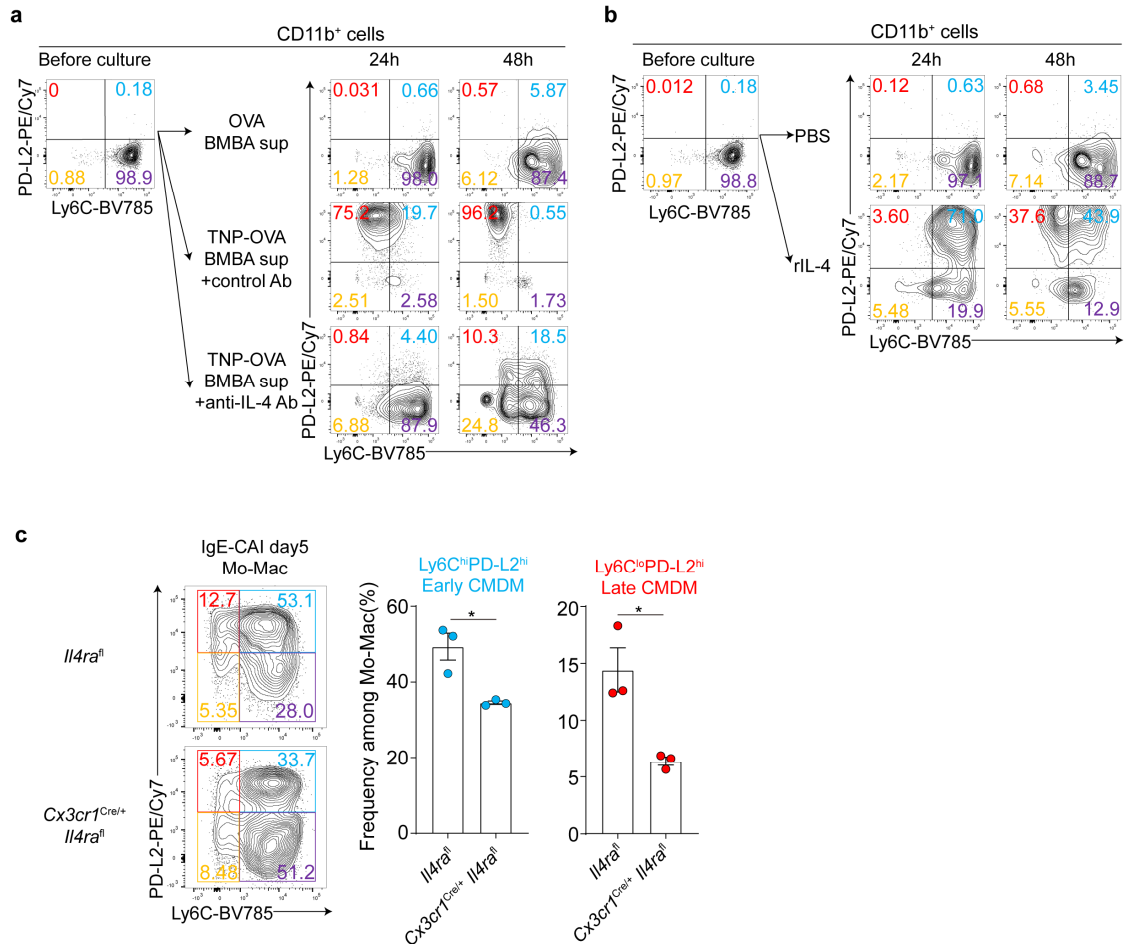

**Supplementary Fig. 6. Classical monocytes differentiate into early and late CMDMs in an IL-4/IL-4 receptor-dependent manner.** (a) Ly6C<sup>hi</sup> classical monocytes isolated from the bone marrow of WT mice were incubated *ex vivo* with BMBA supernatants in the presence of anti-IL-4 blocking antibody or its isotype-matched control antibody. The surface expression of Ly6C and PD-L2 in monocytes before the culture (left) and after 24hr- or 48hr-incubation with BMBA supernatants (middle and right, respectively) are shown. (b) Ly6C<sup>hi</sup> classical monocytes isolated from the bone marrow of WT mice were incubated *ex vivo* with recombinant mouse IL-4 (20ng/mL) or control PBS. The surface expression of Ly6C and PD-L2 in monocytes before the culture (left) and after 24hr- or 48hr-incubation with BMBA supernatants (middle and right, respectively) are shown. (c) *Cx3cr1<sup>Cre/+</sup> Il4ra<sup>fl</sup>* or control *Il4ra<sup>fl</sup>* mice were treated as in Fig. 1 to induce IgE-CAI. Cells isolated from the IgE-CAI skin lesion on day 5 were subjected to flow cytometric analysis. The surface expression of PD-L2 and Ly6C in Mo-Mac populations were shown in left panel. The frequency of Ly6C<sup>hi</sup>PD-L2<sup>hi</sup> early CMDMs or Ly6C<sup>hi</sup>PD-L2<sup>lo</sup> late CMDMs among Mo-Mac populations were shown in the middle and right panels (n=3

biologically independent animals for each group, mean $\pm$ SEM). \* $p=0.0146$  (middle panel) and \*  $p=0.015$  (right panel) measured by two-sided unpaired Student's t test. Data shown in a-b are representative of three independent experiments. Data shown in c are representative of two independent experiments. Source data are provided as a Source Data file.

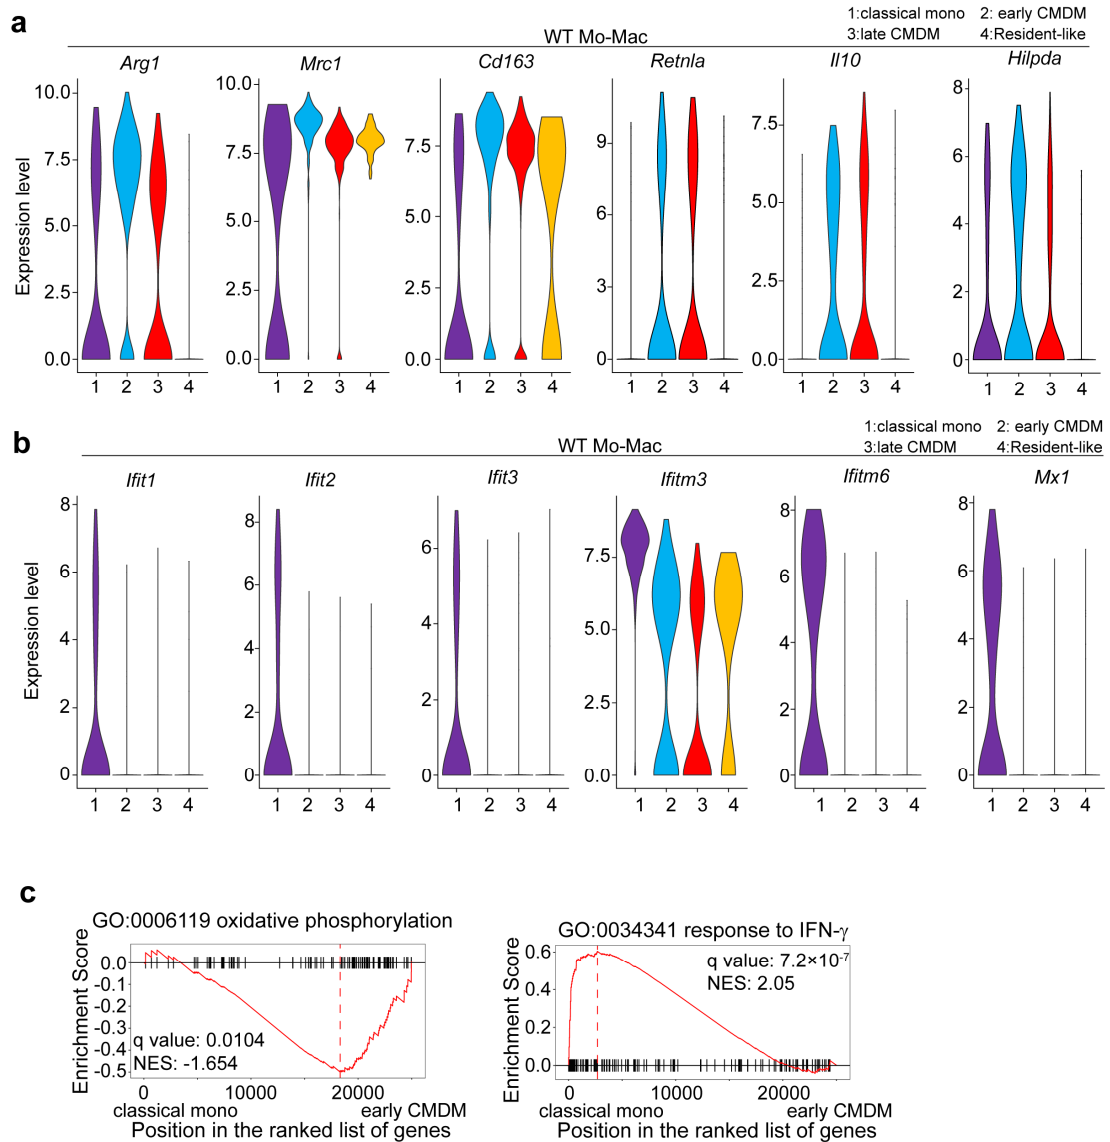

**Supplementary Fig. 7. Early CMDMs show upregulated expression of anti-inflammatory genes and downregulated expression of interferon-inducible genes. (a-b) Violin plots of indicated gene expression in Mo-Mac clusters 1-4 are shown. (c) Early and late CMDMs were compared by using GSEA enrichment plot of genes involved in oxidative phosphorylation (left) and response to IFN $\gamma$  (right).**

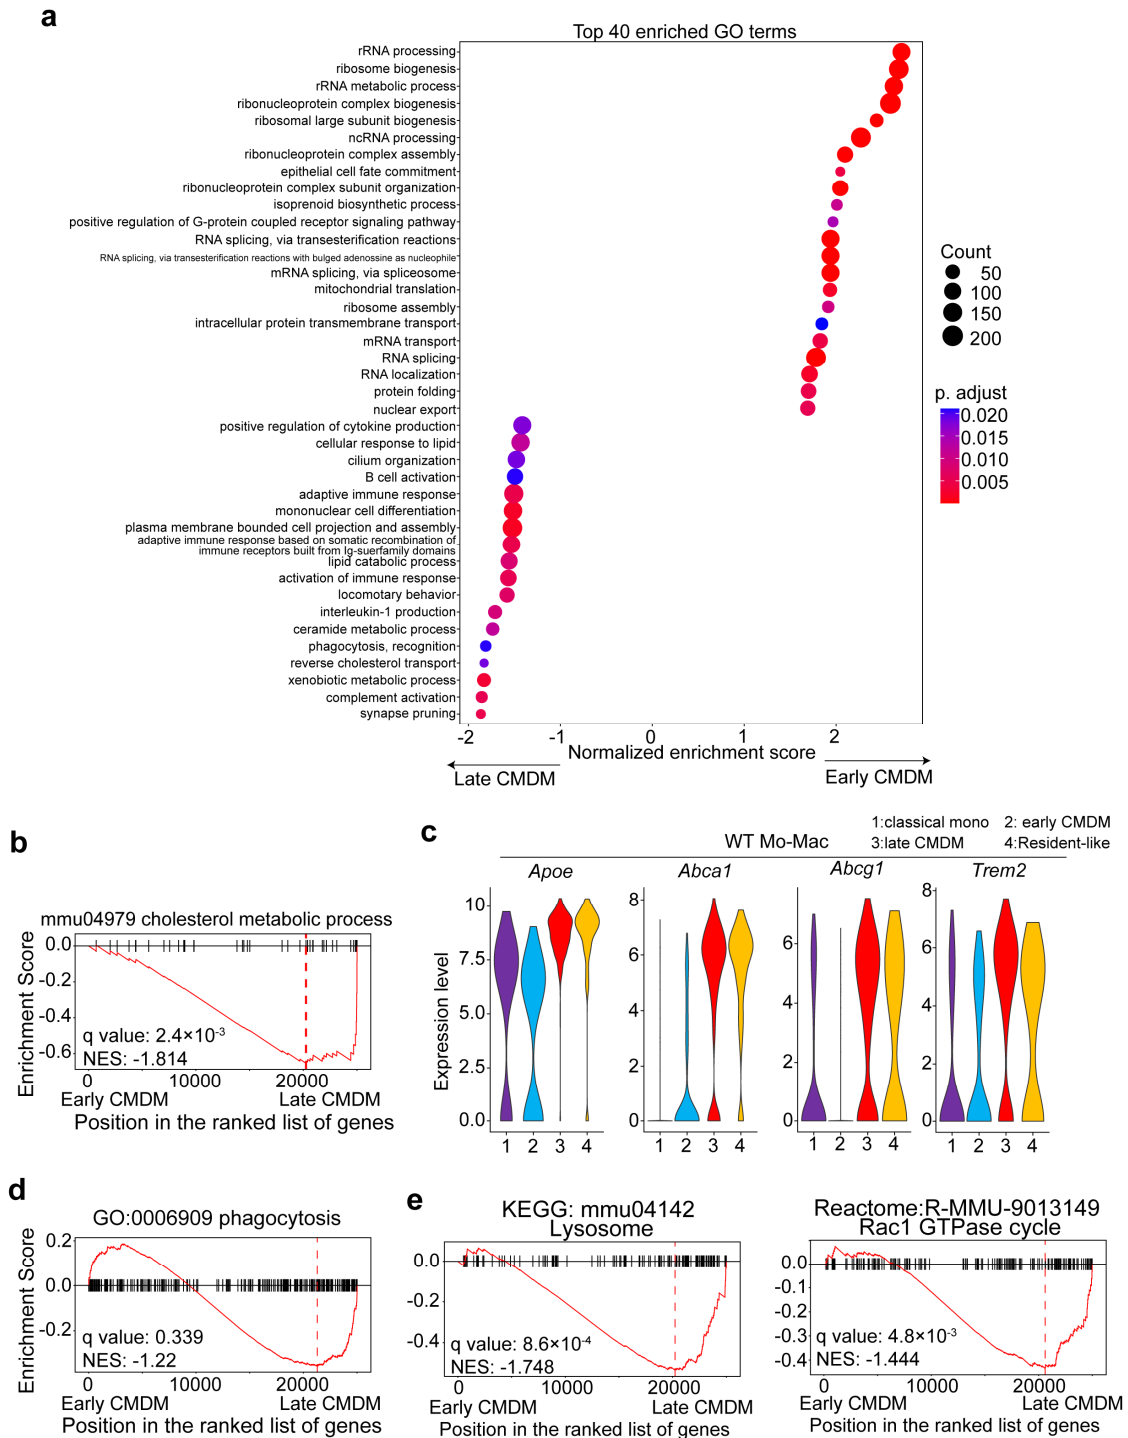

**Supplementary Fig. 8. Late CMDMs display upregulated expression of phagocytosis-associated genes.** Early and late CMDMs were compared by using GSEA enrichment analysis. (a) Top 40 enriched GO BP terms are plotted in order of normalized enrichment scores. Dot size indicates the number of genes. Dot color indicates the adjusted p value (BH method). (b) GSEA enrichment plot of genes involved in cholesterol metabolism is shown. (c) Violin plots of indicated gene expression in Mo-Mac clusters 1-

4 are shown. **(d)** GSEA enrichment plot of genes involved in phagocytosis is shown. **(e)** GSEA enrichment plots of genes involved in lysosome and Rac1 GTPase are shown.

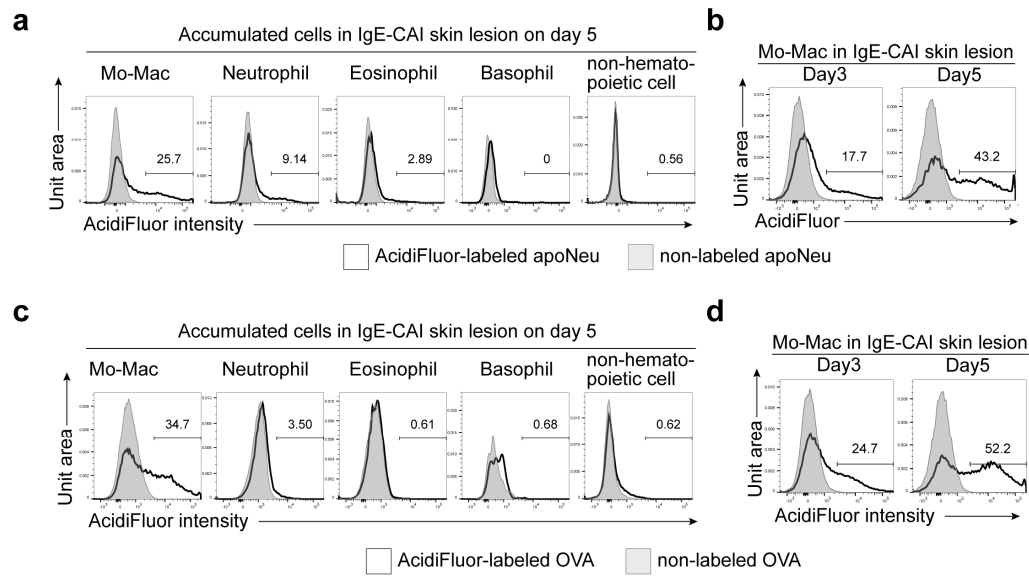

**Supplementary Fig. 9. Monocyte-macrophage lineage cells are the major cell types which phagocytose apoptotic cells and antigens in the IgE-CAI skin lesion.** WT mice were treated as in Fig. 1 to induce IgE-CAI. Apoptotic neutrophils (a-b) or OVA (c-d) labeled (open histograms) or unlabeled (shaded histograms) with AcidiFluor were intradermally administered to the skin lesion on day 5 post-challenge. Two hr after injection, ear skins were subjected to flow cytometric analysis. In a and c, histograms of AcidiFluor fluorescence in indicated cell types are shown. In b and d, WT mice were treated as in a and c on day 3 or 5 post-challenge and subjected to flow cytometric analysis 2 hr later. Data shown in a-d are representative of three independent experiments.

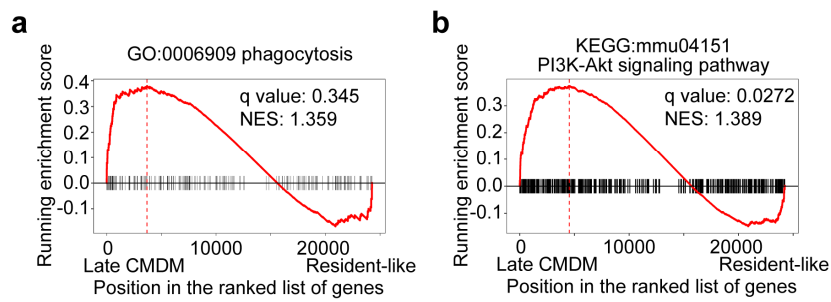

**Supplementary Fig. 10. Phagocytosis-associated genes are rather enriched in late CMDMs compared to resident-like macrophages. (a-b)** Late CMDMs and resident-like macrophages were compared by using GSEA enrichment analysis. GSEA enrichment plots of genes involved in phagocytosis (in a) and PI3K-Akt signaling pathway (in b) are shown.

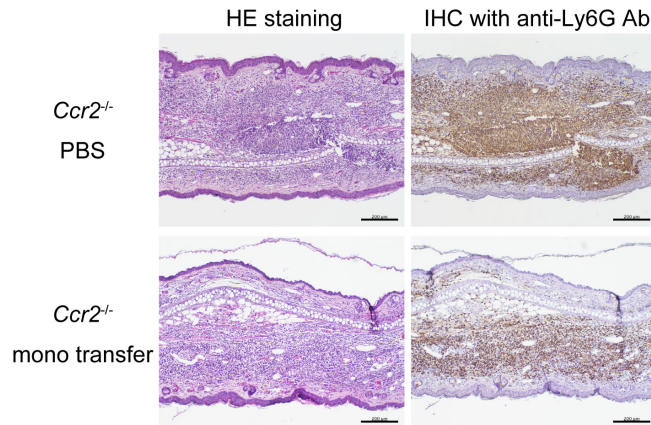

**Supplementary Fig. 11. Adoptive transfer of monocytes reduced the formation of neutrophil-rich small aggregates of leukocytes in the IgE-CAI skin lesion of *Ccr2*<sup>-/-</sup> mice.** *Ccr2*<sup>-/-</sup> mice were treated as in Fig. 1 to induce IgE-CAI. CD115<sup>+</sup> monocytes isolated from the bone marrow of WT mice or control PBS were intravenously administered to mice five times on days 0, 1, 2, 3, and 4 post-challenge. Ear specimens collected on day 5 post-challenge were subjected to HE staining (left panels) or immunostaining with anti-Ly6G antibody (right panels). Bars indicate 200  $\mu$ m. Data shown are representative of two independent experiments.

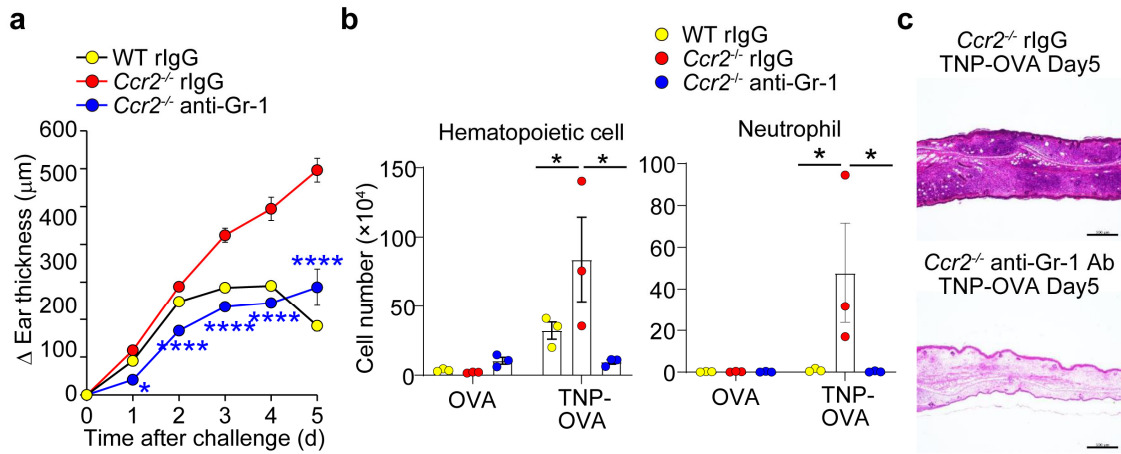

**Supplementary Fig. 12. Administration of anti-Gr-1 antibody attenuates IgE-CAI in *Ccr2*<sup>-/-</sup> mice.** WT and *Ccr2*<sup>-/-</sup> mice were treated as in Figure 1 to induce IgE-CAI. Neutrophil depletion antibody (anti-Gr-1) or control antibody (rIgG) was intraperitoneally administered to mice on days 0, 1, 2, 3, and 4 post-challenge. (a) Time course of ear swelling (Δ ear thickness) is shown (mean ± SEM, n=4, n=5, and n=5 biologically independent animals for WT rIgG group, *Ccr2*<sup>-/-</sup> rIgG group, and *Ccr2*<sup>-/-</sup> anti-Gr-1 group, respectively). \**p*=0.0107 (for day 1), \*\*\*\**p*=7.56×10<sup>-5</sup> (for day 2), \*\*\*\**p*=1.48×10<sup>-9</sup> (for day 3), and \*\*\*\**p*<1.0×10<sup>-15</sup> (for day 4 and day 5) measured by two-way ANOVA with Tukey's multiple comparison test. (b) The number of hematopoietic cells and neutrophils in the ear skin on day 5 is shown (mean ± SEM, n=3 biologically independent animals for each group). In the left panel, \**p*=0.014 (*Ccr2*<sup>-/-</sup> rIgG vs. *Ccr2*<sup>-/-</sup> anti-Gr-1) measured by two-way ANOVA with Tukey's multiple comparison test. In the right panel \**p*=0.0465 (WT rIgG vs. *Ccr2*<sup>-/-</sup> rIgG), \**p*=0.0427 (*Ccr2*<sup>-/-</sup> rIgG vs. *Ccr2*<sup>-/-</sup> anti-Gr-1) measured by two-way ANOVA with Tukey's multiple comparison test. (c) HE stained ear specimens collected on day 5 are shown. Bars indicate 500 μm. Data shown are representative of two independent experiments. Source data are provided as a Source Data file.

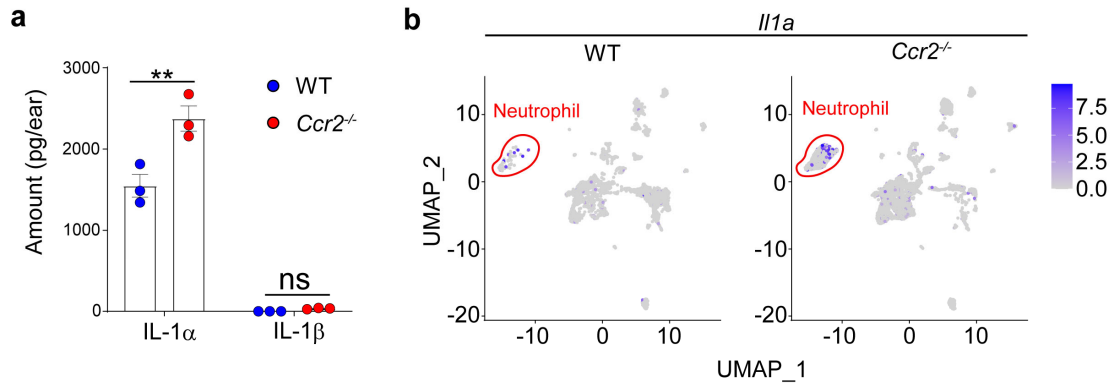

**Supplementary Fig. 13. *Ill1a* mRNA is predominantly expressed in neutrophils in the IgE-CAI skin lesion of *Ccr2*<sup>-/-</sup> mice.** (a) WT and *Ccr2*<sup>-/-</sup> mice were treated as in Fig. 1 to induce IgE-CAI. The amounts of IL-1 $\alpha$  and IL-1 $\beta$  in tissue homogenates collected from the IgE-CAI skin lesions on day 5 are shown (n=3 biologically independent animals for each group, mean  $\pm$  SEM). \*\* $p=0.001$  (for IL-1 $\alpha$ ), ns:  $p=0.9669$  (for IL-1 $\beta$ ) measured by two-way ANOVA with Tukey's multiple comparison test. (b) scRNA-seq datasets in Fig. 1f were analyzed. Feature plots showing the expression of *Ill1a* in the IgE-CAI skin lesion of WT and *Ccr2*<sup>-/-</sup> mice are shown. Data shown in a are representative of two independent experiments. Source data are provided as a Source Data file.

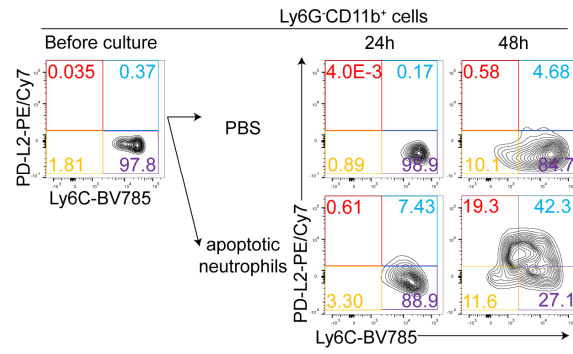

**Supplementary Fig. 14. Classical monocytes cultured with apoptotic neutrophils differentiate into early and late CMDMs.** Ly6C<sup>hi</sup> classical monocytes isolated from the bone marrow of WT mice were incubated *ex vivo* with apoptotic neutrophils or control PBS. The surface expression of Ly6C and PD-L2 in monocytes before the culture (left) and after 24hr- or 48hr-incubation with BMBA supernatants (middle and right, respectively) are shown. Data shown are representative of three independent experiments.

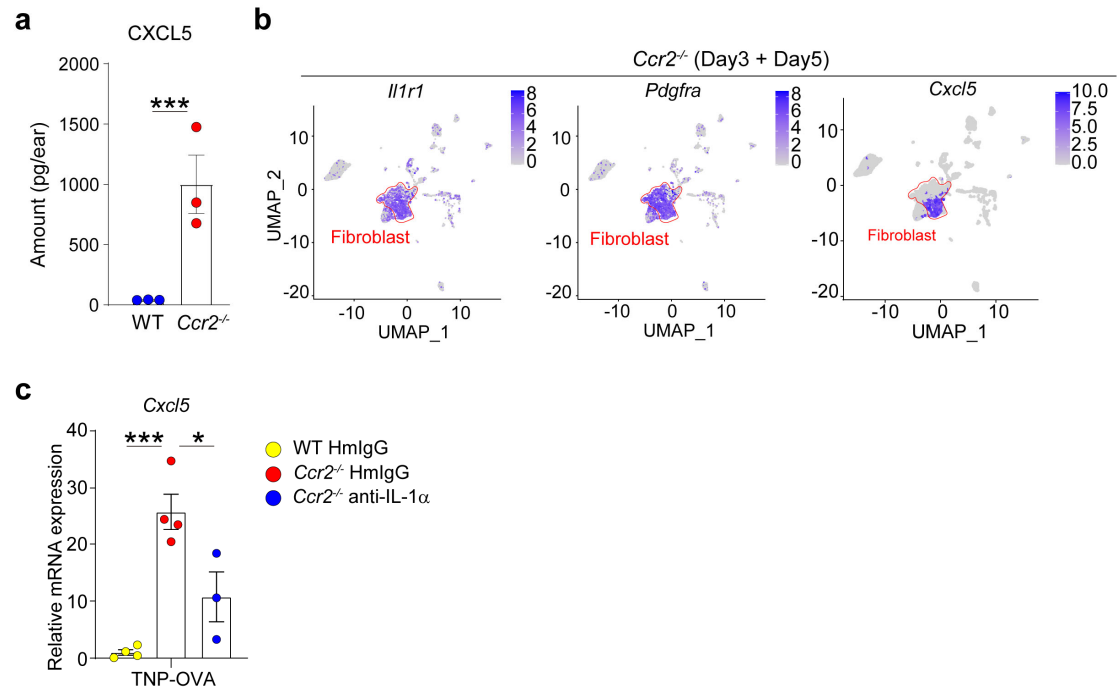

**Supplementary Fig. 15. IL-1 $\alpha$ -stimulated fibroblasts produce neutrophil-attracting chemokine CXCL5 in  $Ccr2^{-/-}$  mice, promoting the recruitment of neutrophils.** (a) WT and  $Ccr2^{-/-}$  mice were treated as in Fig. 1 to induce IgE-CAI. The amount of CXCL5 in tissue homogenates collected from the IgE-CAI skin lesions on day 5 is shown (n=3 biologically independent animals for each group, mean  $\pm$  SEM). \* $p=0.0168$  measured by two-sided unpaired Student's t test. (b) scRNA-seq data shown in supplementary Figure S1a were re-analyzed. Feature plots displaying the expression of *Il1r1*, *Pdgfra*, *Cxcl5* genes in the skin lesion of  $Ccr2^{-/-}$  mice are shown. (c) WT and  $Ccr2^{-/-}$  mice were treated as in Figure 1 to induce IgE-CAI. IL-1 $\alpha$ -neutralizing antibody or its isotype-matched control (HmIgG) was intraperitoneally administered to WT or  $Ccr2^{-/-}$  mice on days 0, 1, 2, 3, and 4 post-challenge. Fibroblasts isolated from the IgE-CAI skin lesion were subjected to quantitative PCR analysis to assess gene expression of *Cxcl5* (mean  $\pm$  SEM, n=4, n=4, and n=3 for WT HmIgG,  $Ccr2^{-/-}$  HmIgG, and  $Ccr2^{-/-}$  anti-IL-1 $\alpha$ , respectively). \*\*\* $p=0.0005$  (WT HmIgG vs.  $Ccr2^{-/-}$  HmIgG), \* $p=0.0157$  ( $Ccr2^{-/-}$  HmIgG vs.  $Ccr2^{-/-}$  anti-IL-1 $\alpha$ ) measured by one-way ANOVA with Tukey's multiple comparison test. Data shown in a and c are representative of three independent experiments. Source data are provided as a Source Data file.

# Supplementary material for: Single-cell transcriptomics identifies the differentiation trajectory from inflammatory monocytes to pro-resolving macrophages in a mouse skin allergy model
**Source:** Nat Commun. 2024 Feb 23;15:1666. doi: 10.1038/s41467-024-46148-4
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

parameters: -p 8 -N 1 -L 16 --very-sensitive-local --seed 656565 --nofw. Then, read counts of each gene in each samples were counted by using awk, sort, and uniq -c commands. 

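The counts of the bulk RNA-seq libraries include RNA other than mRNA. The symbol CT010467.1, annotated as ribosomal RNA on chromosome 17 from 39846353 to 39848827, took between 8.04% and 11.2% of the counts of every library. Only 5 other genes took more than 1% of the counts of any library, namely *Cd74*, *Krt10*, *H2-Aa*, *Ccl8* and *H2-Ab1*.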

Resulted gene-expression count data was summarized by same Gene Symbol and all of the expression table was full-outer joined by Gene Symbol by using dplyr-1.0.7 package. Normalization of count data and DE analyses were performed by utilizing the R software package TCC v.1.32.0 63. 

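Each pair of sorted fractions was compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in place of TCC. Between early CMDMs and classical monocytes 9924 genes were called, 5361 higher and 4563 lower in early CMDMs. Between late CMDMs and classical monocytes 7870 genes were called, 4001 higher and 3869 lower in late CMDMs. Late and early CMDMs differed in 7045 genes, 3174 higher and 3871 lower in late CMDMs. Resident-like macrophages differed in 5252 genes from classical monocytes (2399 higher, 2853 lower), in 10297 genes from early CMDMs (4736 higher, 5561 lower) and in 6224 genes from late CMDMs (2806 higher, 3418 lower). The counts were lowest with a log2 fold change of at least 1, between 2272 and 4683 genes. Scaling by leukocyte genes, chosen after the values were seen, called 20318 genes between early CMDMs and classical monocytes, 97.4% of them higher in early CMDMs.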

PCA visualization was conducted by ggbiplot. Differentially expressed genes (DEGs) for each Mo-Mac subpopulation was defined as follows: DEGs for Ly6C+PD-L2- Mo-Mac were defined as genes significantly upregulated in Ly6ChiPD-L2lo Mo-Mac compared to Ly6ChiPD-L2hi and Ly6CloPD-L2hi Mo-Mac; DEGs for Ly6ChiPD-L2hi Mo-Mac were defined as genes significantly upregulated in Ly6ChiPD-L2hi Mo-Mac compared to Ly6ChiPD-L2lo and Ly6CloPD-L2hi Mo-Mac; DEGs for Ly6CloPD-L2hi Mo-Mac were defined as genes significantly upregulated in Ly6CloPD-L2hi Mo-Mac compared to Ly6ChiPD-L2hi and Ly6CloPD-L2lo Mo-Mac; DEGs for Ly6CloPD-L2lo Mo-Mac were defined as genes significantly upregulated in Ly6CloPD-L2lo Mo-Mac compared to Ly6CloPD-L2hi and Ly6ChiPD-L2lo Mo-Mac. 

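Each of these definitions leaves out 1 of the other fractions. Of the Ly6ChiPD-L2lo DEGs, 50.7% were also higher than in Ly6CloPD-L2lo Mo-Macs, the fraction left out, and 5.21% were lower. Of the Ly6ChiPD-L2hi DEGs, 91.0% were also higher and 0.624% lower than in Ly6CloPD-L2lo Mo-Macs. Of the Ly6CloPD-L2hi DEGs, 87.1% were higher and 2.43% lower than in Ly6ChiPD-L2lo Mo-Macs, and of the Ly6CloPD-L2lo DEGs, 84.1% were higher and 3.10% lower than in Ly6ChiPD-L2hi Mo-Macs. The sets therefore shared genes, 138 between classical monocytes and resident-like macrophages, 124 between early CMDMs and resident-like macrophages, and 22 between classical monocytes and late CMDMs. The shares moved most under scaling by leukocyte genes, chosen after the values were seen, which put the classical monocyte share at 84.6% and the resident-like macrophage share at 59.2%.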

Module scores for each Mo-Mac subpopulation was calculated by AddModuleScore function in Seurat v4.0.4.

The R codes for bulk and single-cell RNA-seq analyses are available at GitHub (<https://github.com/KensukeMiyake/CMDM-paper>).

For flow cytometric analysis, FlowJo ver 10.8.1 (BD Biosciences) was used.

For statistical analysis, GraphPad Prism (ver 7.0.3) was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq and bulk RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE221310 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221310>) and GSE245865 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245865>), respectively. For mapping of transcriptomic data, mouse EnsemblRNA (GRCh38, release-101; [http://aug2020.archive.ensembl.org/Mus\\_musculus/Info/Index](http://aug2020.archive.ensembl.org/Mus_musculus/Info/Index)) was used. Source data are provided as a Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Randomization

Animals used in this study were randomly assigned to their respective groups before the experiments were performed.

Blinding

Blinding was not achieved in this study due to requirements for cage identification and labeling for treatment purposes.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

Antibodies used

The following antibodies were purchased from BioLegend:

Alexa Fluor 488-conjugated anti-CD45.2 (clone: 104, catalog #:109816, dilution 1:400, Lot: B234286)

APC-conjugated anti-CD200R3 (clone: Ba13, catalog#: 142208, dilution 1:400, Lot: B324365)

APC-conjugated anti-CD64 (clone: X54-5/7.1, catalog #:139306, dilution 1:400, Lot: B357450)

APC-Cy7-conjugated anti-Ly6G (clone: 1A8, catalog#: 127624, dilution 1:400, Lot: B333356)

APC/Fire 750-conjugated anti-Ly6G (clone: 1A8, catalog#: 127652, dilution 1:400, Lot: B316358)

FITC-conjugated anti-CD45 (clone: 30-F11, catalog#: 103108, dilution 1:400, Lot: B330230)

PacificBlue-conjugated anti-c-Kit (clone: 2B8, catalog#: 105820, dilution 1:400, Lot: B314152)

PacificBlue-conjugated anti-CD45.1 (clone: A20, catalog#: 110722, dilution 1:400, Lot: B191340)

BV421-conjugated PD-L2 (clone: TY25, catalog#: 107219, dilution 1:400, Lot: B291233)

BV421-conjugated anti-CD11b (clone: M1/70, catalog#: 101251, dilution 1:400, Lot: B336199)

BV510-conjugated anti-CD45.1 (clone: A20, catalog#: 110741, dilution 1:400, Lot: B312868)

BV605-conjugated anti-CD11b (clone: M1/70, catalog#: 101257, dilution 1:400, Lot: B350236)

BV711-conjugated anti-F4/80 (clone: BM8, catalog#: 123147, dilution 1:400, Lot: B370850)

BV785-conjugated anti-Ly6C (clone: HK1.4, catalog#: 128041, dilution 1:400, Lot: B371649)

PE-conjugated anti-PD-L2 (clone: TY25, catalog#: 107206, dilution 1:400, Lot: B146592)

PE-Cy7-conjugated anti-CD49b (clone: HMα2, catalog#: 103518, dilution 1:400, Lot: B348493)

PE-Cy7-conjugated anti-F4/80 (clone: BM8, catalog#:123114, dilution 1:400, Lot: B342137)

PE-Cy7-conjugated anti-PD-L2 (clone: TY25, catalog#: 107214, dilution 1:400, Lot: B332455).

TruStain FcX PLUS antibody (anti-CD16/32 antibody, clone: S17011E, catalog#: 156604, dilution 1:200)

The following antibodies were purchased from BD Biosciences:

Alexa 647-conjugated anti-Siglec-F (clone: E50-2440, catalog#: 562680, dilution 1:400, Lot: 0279640)

BV421-conjugated anti-Siglec-F (clone: E50-2440, catalog#: 562681, dilution 1:400, Lot: 1097452)

BV480-conjugated c-Kit (clone: 2B8, catalog#: 566074, dilution 1:400, Lot: 1013006).

The following antibodies were used in IHC:

Purified rat anti-Ly6G antibody (1 µg/mL; clone: 1A8, catalog#: 127602, Lot: B199551; BioLegend)

Purified rat IgG2a isotype control antibody (1 µg/mL; clone: RTK2758, catalog#: 400502, Lot: B186217; BioLegend)

Rabbit polyclonal anti-RIPK1 antibody (2.5 µg/mL, catalog#: NBP1-77077, Lot: 5389-1802; Novus Biologicals),

Rabbit IgG, polyclonal - Isotype Control (2.5 µg/mL, catalog#: ab37415, Lot: CR3219601-1; Abcam).

The following antibodies were used in vivo study:

Ultra-LEAF anti-mouse Ly6G antibody (clone: 1A8, catalog#: 127650, Lot: B218711; BioLegend).

anti-mouse Gr-1 antibody (clone: RB6-8C5; prepared in our laboratory from hybridoma originally produced by Robert L. Coffman, DNAX Research Institute)

control rat IgG (Rat Gamma Globulin) (catalog#: 012-000-002, Lot: 135648; Jackson ImmunoResearch)

InVivoMAb anti-mouse IL-1α (clone: ALF-161; BioXCell catalog#: BE0243)

InVivoMAb anti-mouse/rat IL-1β (clone: B122; BioXCell catalog#: BE0246)

InVivoMAb polyclonal Armenian hamster IgG (BioXCell catalog#: BE0091)

IgE mAb specific to 2,4,6-trinitrophenol (TNP) was prepared from hybridoma (IGELb4, purchased from ATCC; catalog#:TIB141) in our laboratory.

## Validation

The following antibodies were used in scRNA-seq.

TotalSeq-A0311 anti-mouse Hashtag 11 Antibody (catalog #: 155821, dilution 1:400, Lot: B264842; BioLegend)

TotalSeq-A0312 anti-mouse Hashtag 12 Antibody (catalog #: 155823, dilution 1:400, Lot: B264843; BioLegend)

TotalSeq-A0313 anti-mouse Hashtag 13 Antibody (catalog #: 155825, dilution 1:400, Lot: B264845; BioLegend)

TotalSeq-A0314 anti-mouse Hashtag 14 Antibody (catalog #: 155827, dilution 1:400, Lot: B271401; BioLegend)

Antibodies were used according to the manufacturer's instructions, based on their provided methods of validation.

1) Alexa Fluor 488-conjugated anti-CD45.2 (clone: 104, catalog #: 109816)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per  $10^6$  cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

2) APC-conjugated anti-CD200R3 (clone: Ba13, catalog#: 142208)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

3) APC-conjugated anti-CD64 (clone: X54-5/7.1, catalog #: 139306)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 1.0 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

4) APC-Cy7-conjugated anti-Ly6G (clone: 1A8, catalog#: 127624)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

5) APC/Fire 750-conjugated anti-Ly6G (clone: 1A8, catalog#: 127652)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.5 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

6) FITC-conjugated anti-CD45 (clone: 30-F11, catalog#: 103108)]

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per  $10^6$  cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

7) PacificBlue-conjugated anti-c-Kit (clone: 2B8, catalog#: 105820)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. The suggested use of this reagent is  $\leq 1.0 \mu\text{g}$  per  $10^6$  cells in  $100 \mu\text{L}$  volume. It is highly recommended that the reagent be titrated for optimal performance for each application.

8) PacificBlue-conjugated anti-CD45.1 (clone: A20, catalog#: 110722)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. The suggested use of this reagent is  $\leq 1.0 \mu\text{g}$  per  $10^6$  cells in  $100 \mu\text{L}$  volume. It is highly recommended that the reagent be titrated for optimal performance for each application.

9) BV421-conjugated PD-L2 (clone: TY25, catalog#: 107219)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

10) BV421-conjugated anti-CD11b (clone: M1/70, catalog#: 101251)

Verified Reactivity: Mouse, Human, Cynomolgus, Rhesus, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining using the  $\mu\text{g}$  size, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. For flow cytometric staining using the  $\mu\text{L}$  sizes, the suggested use of this reagent is  $5 \mu\text{L}$  per million cells in  $100 \mu\text{L}$  staining volume or  $5 \mu\text{L}$  per  $100 \mu\text{L}$  of whole blood. It is recommended that the reagent be titrated for optimal performance for each application.

11) BV510-conjugated anti-CD45.1 (clone: A20, catalog#: 110741)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.5 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

12) BV605-conjugated anti-CD11b (clone: M1/70, catalog#: 101257)

Verified Reactivity: Mouse, Human, Cynomolgus, Rhesus, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining using the  $\mu\text{g}$  size, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per million cells in  $100 \mu\text{L}$  volume. For flow cytometric staining using the  $\mu\text{L}$  size, the suggested use of this reagent is  $5 \mu\text{L}$  per million cells in  $100 \mu\text{L}$  staining volume or  $5 \mu\text{L}$  per  $100 \mu\text{L}$  of whole blood. It is recommended that the reagent be titrated for optimal performance for each application.

13) BV711-conjugated anti-F4/80 (clone: BM8, catalog#: 123147)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.5 \mu\text{g}$  per million cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

14) BV785-conjugated anti-Ly6C (clone: HK1.4, catalog#: 128041)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.125 \mu\text{g}$  per million cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

15) PE-conjugated anti-PD-L2 (clone: TY25, catalog#: 107206)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 1.0 \mu\text{g}$  per million cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

16) PE-Cy7-conjugated anti-CD49b (clone: HMa2, catalog#: 103518)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.125 \mu\text{g}$  per million cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

17) PE-Cy7-conjugated anti-F4/80 (clone: BM8, catalog#: 123114)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per million cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

18) PE-Cy7-conjugated anti-PD-L2 (clone: TY25, catalog#: 107214, dilution 1:400, Lot: B332455).

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $= 0.25 \mu\text{g}$  per million cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

19) BD Pharmingen Alexa Fluor 647 Rat Anti-Mouse Siglec-F (clone: E50-2440, catalog#: 562680)

Reactivity: Mouse (QC Testing), Application: Flow cytometry (Routinely Tested)

20) BD Horizon BV421 Rat Anti-Mouse Siglec-F (clone: E50-2440, catalog#: 562681, dilution 1:400, Lot: 1097452)

Reactivity: Mouse (QC Testing), Application: Flow cytometry (Routinely Tested)

21) BD Horizon BV480 Rat Anti-Mouse CD117 (clone: 2B8, catalog#: 566074).

Reactivity: Mouse (QC Testing), Application: Flow cytometry (Routinely Tested)

22) Purified rat anti-Ly6G antibody (catalog#: 127602, BioLegend)

Verified Reactivity: Mouse, Application: FC - Quality tested, IHC-F - Verified, IHC - Reported in the literature, not verified in house

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per 106 cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.

23) Purified rat IgG2a isotype control antibody (catalog#: 400502, BioLegend)

Application: FC - Quality tested, ChIP - Verified, ICFC, WB, IP, ICC, IHC, FA - Reported in the literature, not verified in house

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis as negative control, and the purity is greater than 95% by SDS-PAGE. Use at concentrations comparable to those of the specific antibody of interest.

24) Rabbit polyclonal anti-RIPK1 antibody (2.5  $\mu\text{g}/\text{mL}$ , catalog#: NBP1-77077, Lot: 5389-1802; Novus Biologicals)

Reactivity: Hu, Mu, Rt, Applications WB, ELISA, ICC/IF, IHC, KD

Validated by Biological Strategies.

25) Rabbit IgG, polyclonal - Isotype Control (2.5  $\mu\text{g}/\text{mL}$ , catalog#: ab37415, Lot: CR3219601-1; Abcam).

Application: IHC-P, ICC/IF, ELISA, Flow Cyt, ChIP/Chip

<https://www.abcam.co.jp/products/primary-antibodies/rabbit-igg-polyclonal-isotype-control-ab37415.html>

26) Ultra-LEAF anti-mouse Ly6G antibody

Application: FC - Quality tested; Depletion, IHC - Reported in the literature, not verified in house

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq 0.25 \mu\text{g}$  per million cells in 100  $\mu\text{l}$  volume or 100  $\mu\text{l}$  of whole blood. It is recommended that the reagent be titrated for optimal performance for each application.

27) anti-mouse Gr-1 antibody (clone: RB6-8C5; prepared in our laboratory from hybridoma) was validated in our laboratory.

28) control rat IgG (Rat Gamma Globulin) (catalog#: 012-000-002, Jackson ImmunoResearch)

Gamma globulins are purified from non-immunized animal serums by salt fractionation, ion-exchange chromatography and gel filtration. Gamma globulins are an inexpensive source of IgG with only trace amounts of other immunoglobulins and/or non-immunoglobulin serum proteins. Gamma globulins are supplied as sterile liquids in phosphate buffer without stabilizers or preservatives.

29) InVivoMAb anti-mouse IL-1 $\alpha$  (clone: ALF-161; BioXCell catalog#: BE0243)

Reported Applications: in vivo IL-1 $\alpha$  neutralization, in vitro IL-1 $\alpha$  neutralization

<https://bioxcell.com/invivomab-anti-mouse-il-1a#references>

30) InVivoMAb anti-mouse/rat IL-1 $\beta$  (clone: B122; BioXCell catalog#: BE0246)

Reported Applications: in vivo IL-1 $\beta$  neutralization, in vitro IL-1 $\beta$  neutralization, ELISA

<https://bioxcell.com/invivomab-anti-mouse-rat-il-1b>

31) InVivoMAb polyclonal Armenian hamster IgG (BioXCell catalog#: BE0091)

<https://bioxcell.com/invivomab-polyclonal-armenian-hamster-igg-be0091>

32) Validation of TNP-specific IgE antibody (IGELb4, ATCC-TIB141) was conducted in our laboratory.

33) TotalSeq-A0311 anti-mouse Hashtag 11 Antibody (catalog #: 155821, dilution 1:400, Lot: B264842; BioLegend)  
 TotalSeq-A0312 anti-mouse Hashtag 12 Antibody (catalog #: 155823, dilution 1:400, Lot: B264843; BioLegend)  
 TotalSeq-A0313 anti-mouse Hashtag 13 Antibody (catalog #: 155825, dilution 1:400, Lot: B264845; BioLegend)  
 TotalSeq-A0314 anti-mouse Hashtag 14 Antibody (catalog #: 155827, dilution 1:400, Lot: B271401; BioLegend)

Verified Reactivity: Mouse, Application: PG - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis and the oligomer sequence is confirmed by sequencing. TotalSeq™-A antibodies are compatible with 10x Genomics Single Cell Gene Expression Solutions.

To maximize performance, it is strongly recommended that the reagent be titrated for each application, and that you centrifuge the antibody dilution before adding to the cells at 14,000xg at 2 - 8°C for 10 minutes. Carefully pipette out the liquid avoiding the bottom of the tube and add to the cell suspension. For Proteogenomics analysis, the suggested starting amount of this reagent for titration is ≤ 1.0 µg per million cells in 100 µL volume. Refer to the corresponding TotalSeq™ protocol for specific staining instructions.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

BALB/c (BALB/cCrSlc) and C57BL/6J (C57BL/6JmsSlc) mice were purchased from Sankyo Labo Service Corporation, Inc, Japan. CD45.1 congenic C57BL/6 (B6.SJL-PtprcaPepcb/BoyJ) mice, Cx3cr1Cre C57BL/6 (B6J.B6N(Cg)-Cx3cr1tm1.1(cre)Jung/J) mice 46 and Il4ra-/- BALB/c (BALB/c-Il4ratm1Sz) mice 47 were purchased from the Jackson Laboratory. Il4rafl (Il4ratm2Fbb) mice 48 were previously established. Cx3cr1Cre and Il4rafl mice were cross-bred in our laboratory to establish Cx3cr1Cre Il4rafl mice that are deficient for IL-4 receptor only in Mo-Mac lineage cells. Ccr2-/- BALB/c (Ccr2tm1Mae) mice were kindly provided from W.A. Kuziel (External Scientific Affairs, Daiichi Sankyo Group, Edison, NJ) and N. Mukaida (Kanazawa University). Ccr2-/- C57BL/6 mice were generated by N. Mukaida (Kanazawa University) by backcrossing of Ccr2-/- BALB/c mice to C57BL/6 strain. Mice were maintained under specific pathogen-free conditions in our animal facilities. Animal rooms are maintained at 22±3°C, with a 12h:12h light-dark cycle, and humidity is maintained between 30% and 70%. Animals are housed in individually ventilated cages (Innovive Caging System) and are fed with natural ingredient chow diet ad libitum (Japan CLEA: Rodent Diet CE-2). Cages are bedded with cloth material (Japan SLC: Q-pura chip). Animals are group housed whenever possible. 7-12 week-old male mice were used in the study. At the end of all experiments, mice were euthanized by CO2 inhalation.

### Wild animals

No wild animals were used in the study.

### Reporting on sex

Data presented here is based on male mice, but the findings presented in this study were not restricted to male mice.

### Field-collected samples

No field collected samples were used in the study.

### Ethics oversight

All animal studies were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (No. A2022-023C2).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

### Seed stocks

n/a

### Novel plant genotypes

n/a

### Authentication

n/a

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

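Bulk RNA-seq was analysed for 4 Mo-Mac fractions of the IgE-CAI skin lesion of WT BALB/c mice on day 5, with 3 libraries per fraction and 12 libraries in all. The condition of each library was taken from its labels and matched to the fraction of that name in the paper. The scRNA-seq data, the module scores and the other experiments were not analysed here.

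The deposited values are counts per gene symbol. To make them, the authors trimmed the reads with cutadapt, mapped them to the reference RNA of GRCm38 with Bowtie2 on one strand, counted the reads of each transcript and summed the counts by gene symbol, without normalization. Reads of paralogs, and of near-identical gene segments, could be split by this counting. All columns of the table were used, so that the number of unused columns was 0. The paper's methods name TCC for normalization and testing and define the DEGs of each fraction by a pair of comparisons. The paper's text gives no false discovery rate for the DEGs, and its general statement on statistics uses a p-value under 0.05.

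From the counts, edgeR 4.0.16 in R 4.3.3 was run with TMM normalization, the filterByExpr filter by fraction and robust quasi-likelihood fits on all 12 libraries, with 1 coefficient per fraction. 22118 of 37775 genes were tested in 6 comparisons, each with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were obtained from the log2 fold change and the F statistic. The principal components were computed from log2 CPM with a prior count of 2, each gene scaled to unit variance. Gene lists were tested with fry in limma 3.58.1. The lists of the study and the symbol-defined families were also tested with camera, at a preset correlation of 0.01 and at an estimated correlation. For the keratinocyte, fibroblast, T cell and dendritic cell lists, a model with the log2 total count of each library as a covariate was also fitted. A fold against a fraction whose libraries all had 3 counts or fewer was computed against that limit and is given as a lower bound. Positions come from the GENCODE M21 annotation of GRCm38, in which 96.8% of the tested genes had a symbol.

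Total counts lay between 12537178 and 19844113 per library, and 3 counts corresponded to 0.151 to 0.239 CPM. With 3 libraries per fraction a comparison of a pair of fractions has 10 splits, so that no share of splits under 10% can be reached. Replicates were compared before averaging. Their counts differed by a chi-square of 4.24 to 21.9 per degree of freedom, so none was counted as a duplicate of another.

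The test was tried on simulated data with 21688 genes, of which 200 were changed 3-fold in early CMDMs. 194 of these, or 97%, entered the early CMDM set, together with 0 unchanged genes, and DESeq2 1.42.0 found 195. The changed genes were drawn from those with a mean of at least 20 counts, so the share of 97% does not cover genes with fewer. In 20 simulations with no gene changed, each set held 0 genes on average.

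The comparisons, the definition of the DEG sets, the gene lists of the study, the symbol-defined families for oxidative phosphorylation, ribosome biogenesis and lysosome, the marker lists of other cell types, the rule for the genes named and the alternatives were chosen before the data were examined. The genes named are those the paper names for Mo-Macs, a few related markers, and for each DEG set the 5 genes with the largest smaller fold change of the pair of comparisons, among those without overlap between libraries. A gene of the resident-like macrophage set that met this rule is not reported here. The alternatives were DESeq2, RLE size factors, TMM without the genes called in a first pass (DEGES, 3 rounds, the strategy of TCC), library size only, no filter, a filter of 10 counts in every library, fits of the 6 libraries of a comparison alone, a replicate block, thresholds of 0.1 and 0.01, a log2 fold change of at least 1, leaving out genes over 1% of counts, and leaving out each library. Chosen after the values had been seen were the scaling by 10 leukocyte genes, the comparisons in which the marker lists of other cell types were tested, the comparisons reported for single marker genes, the second lists of other cell types, and the grouping of keratin, cornified envelope, collagen, immunoglobulin, T cell receptor and Ccl21 genes. The total count covariate, the test of a lower share of Mo-Macs and the correction for GC content and transcript length were also chosen afterwards. The list tests were adjusted over 16 tests, of which 7 were in comparisons chosen after the values had been seen.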

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

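The tests of library size and of a lower share of Mo-Macs were chosen after the patterns had been seen, as were the second gene lists and the correction for GC content and length, although the values of these lists and of that correction were not known when the outcomes for and against were written, and the fits without genes over 1% of counts, set beforehand for the DEGs, were applied to the lists afterwards; the test of library size is the last of 3 forms tried, of which the first, on summed CPM, had left library size open for the dendritic cell genes and the second could not have moved a fold change. Each pattern is a signal from genes listed as markers of cells outside the Mo-Mac lineage, in libraries for which the paper discusses no such genes. Which cells the RNA came from is not settled by the lists. Summed CPM of a list was scaled by library size only, without TMM, unlike the CPM of single genes.

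Keratinocyte genes stood out in early CMDMs. The summed CPM of *Krt5*, *Krt14*, *Krt1*, *Krt10*, *Krt15* and *Dsp* was 23459 ± 5444 in early CMDMs, 2990 ± 1152 in classical monocytes, 3325 ± 351 in late CMDMs and 2236 ± 125 in resident-like macrophages. The most abundant of them, *Krt10*, had 11233 CPM in early CMDMs and 1118 CPM in late CMDMs. The list was higher in early than in late CMDMs by a median log2 fold change of 2.62 (fry, adjusted p = 0.000174 over 16 lists, 6 of 6 genes higher). To test library size, the log2 total count of each library was added to the model as a covariate, which moved the log2 fold change of all genes by a median of 0.0478 in size. The median of the list was then 2.57, which argues against a trend with library size as the cause. After a correction for GC content and transcript length the median was also 2.57, and without genes over 1% of counts the median of a second list against late CMDMs was 2.46, compared with 2.45 with those genes. A lower share of Mo-Macs that raised all other cell types alike is argued against, since the summed CPM of 6 such lists moved apart between early and late CMDMs. This test does not cover a lower share of Mo-Macs with more RNA of only some cell types. The log2 change in early against late CMDMs was 2.98 for the fibroblast list and -0.59 for the basophil and mast cell list, the widest difference, at 3.57, and -0.56 for the neutrophil list. What stays open is RNA of keratinocytes. In a second list of 18 keratinocyte genes, 18 were called higher in early CMDMs than in both classical monocytes and late CMDMs. Expression of both lists in unsorted skin was not measured. The lists cannot separate whole cells, fragments bound to or taken up by sorted cells and free RNA, or a change in transcription within early CMDMs. As a hypothesis, part of the early CMDM DEG set may stem from keratinocytes, since it held 15 of 24 keratin genes (62.5%, against 12.3% of other genes, adjusted p = 7.69e-08 from Fisher's exact test) and 12 of 13 late cornified envelope and small proline-rich genes (adjusted p = 1.65e-09 from the same test).

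Fibroblast genes were high in classical monocytes and early CMDMs. The summed CPM of *Col1a1*, *Col1a2*, *Col3a1*, *Dcn*, *Lum* and *Pdgfra* was 4707 ± 1301 in classical monocytes and 3913 ± 752 in early CMDMs, against 489 ± 9.54 in late CMDMs and 295 ± 35.5 in resident-like macrophages. *Col1a1* alone had 922 CPM in classical monocytes and 88.8 CPM in late CMDMs. The list was higher in classical monocytes than in late CMDMs by a median log2 fold change of 3.23 (fry, adjusted p = 1.80e-05, 6 of 6 genes higher). With the total count as a covariate, which moved all genes by a median of 0.108 in size, the median was 3.41, which argues against library size. The median after the correction for GC content and length was 3.22, which argues against GC content and length. That of a second list was 2.72 both with and without the abundant genes. As none of the abundant genes is in that list, this argues only against their acting through the scaling of libraries. RNA of fibroblasts stays open, since 12 of 12 genes of the second list were higher in both fractions than in late CMDMs. Both fractions are Ly6C hi, and the level of Ly6C itself as a biological explanation was not tested. Unsorted skin was not measured for either list.

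T cell genes were high in classical monocytes. The summed CPM of *Cd3e*, *Cd3d*, *Cd3g*, *Trac* and *Trbc2* was 112 ± 24.1 in classical monocytes, 15.9 ± 1.60 in early CMDMs, 12.1 ± 0.506 in late CMDMs and 17.3 ± 3.53 in resident-like macrophages. That of a second list of T cell and NK cell genes was 783 ± 154 in classical monocytes and 93.2 ± 13.6 in late CMDMs. The first list was higher in classical monocytes than in late CMDMs by a median log2 fold change of 3.73 (fry, adjusted p = 2.33e-06, 5 of 5 genes higher). The median was 4.11 with the total count as a covariate and 3.73 after the correction for GC content and length. These values argue against library size, GC content and length. The median of the second list was 4.16 both with and without the abundant genes. As none of the abundant genes is in that list, this argues only against their acting through the scaling of libraries. RNA of T cells and NK cells stays open, as 11 of the 12 genes of the second list were higher in classical monocytes than in both CMDM fractions, *Thy1* being the exception. The classical monocyte DEG set held 34 of the 36 T cell receptor segments tested (adjusted p = 4.52e-28 from Fisher's exact test), which may come from the same cells. No biological explanation was tested, and expression of these genes in unsorted skin was not measured.

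Genes of antigen presentation and of dendritic cells were high in resident-like macrophages. The summed CPM of a second list of 10 dendritic cell and Langerhans cell genes was 49490 ± 1595 in resident-like macrophages, 18284 ± 3039 in classical monocytes, 6659 ± 345 in early CMDMs and 8191 ± 1289 in late CMDMs. *Cd74* alone had at least 31554 TMM-normalized CPM in every resident-like macrophage library, so that this sum mostly follows a few abundant genes. The dendritic cell list, of which *Flt3*, *Cd209a*, *Tmem123* and *Ciita* are genes the paper uses for DCs, was higher in resident-like macrophages than in late CMDMs by a median log2 fold change of 1.20 (fry, adjusted p = 2.13e-06, 5 of 6 genes higher). After the correction for GC content and length the median was 1.24, which argues against GC content and length as the cause. The median of the second list fell from 2.12 to 1.48 without the abundant genes, of which *Cd74* and *H2-Aa* are members of the list, so that abundant genes are argued against as the whole cause. All 3 resident-like macrophage libraries had larger totals than any other library, so that a model with the total count as a covariate cannot tell library size and fraction apart. In that model the median of the dendritic cell list was 1.49, with 4 of 6 genes called higher. This extends the trend within fractions to totals that no other fraction reached, and library size stays open for that list. Totals of classical monocyte replicates 2 and 3 (17534466 and 17599360) lay close to that of resident-like macrophage replicate 2 (18113334). Yet the second list was higher in resident-like macrophages than in classical monocytes by a median log2 fold change of 1.26. Its summed CPM was 15777 and 21664 in those classical monocyte replicates and at least 47754 in every resident-like macrophage library. These values argue against library size as the cause for the second list. RNA of Langerhans cells or other dendritic cells stays open, since 7 of the 10 genes of the second list were higher in resident-like macrophages than in both late CMDMs and classical monocytes, while *Dpp4* was lower than in classical monocytes. Of the dendritic cell list, *Flt3* (log2 fold change -1.35) and *Tmem123* (-0.29) were also lower in resident-like macrophages than in classical monocytes, and *Ccr7* did not differ between resident-like macrophages and late CMDMs (0.0689). *Cd74*, *H2-Aa* and *H2-Eb1* of the second list could equally be transcribed by the resident-like macrophages themselves, which remains as an untested biological explanation. Neither list was measured in unsorted skin.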

How the results depend on the processing

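The scaling by 10 leukocyte genes, and the comparisons of the marker lists of other cell types, were chosen after the values had been seen. All other alternatives in this section were set beforehand. The total count covariate, the test of a lower share of Mo-Macs and the correction for GC content and length, given above, were not. Where a result changed, the cause was not tested, except where fewer calls follow from a stricter threshold or filter.

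With DESeq2, RLE size factors, no filter, and without genes over 1% of counts, every count of DEGs, every set size, every share against the fraction left out and, where run, every list kept its call. DESeq2 gave DEG sets of 2599, 2612, 938 and 931 genes for classical monocytes, early CMDMs, late CMDMs and resident-like macrophages, of which 2550, 2592, 870 and 904 were shared with the sets obtained with edgeR. Gene lists were not tested with DESeq2 or under other thresholds.

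With DEGES, 55.6% of the classical monocyte DEG set and 92.8% of the early CMDM DEG set were also higher than in resident-like macrophages, and the share of calls that were higher went from 46.0% to 35.8% in resident-like macrophages against early CMDMs, from 45.1% to 36.3% in resident-like macrophages against late CMDMs and from 54.0% to 63.0% in early CMDMs against classical monocytes. With library size only, these shares of the DEG sets were 63.6% and 95.1%, 79.6% of the late CMDM set was higher than in classical monocytes, and the resident-like macrophage set had 570 genes. Under this scaling 24.1%, 31.5% and 28.0% of the calls were higher in resident-like macrophages than in classical monocytes, early CMDMs and late CMDMs, against 45.7%, 46.0% and 45.1% with TMM. It moved the median of all genes by -0.17, -0.16 and -0.13 in these comparisons, and it reversed the small changes of *Ccr2* from classical monocytes to resident-like macrophages (-0.00232) and of *C1qa* from late CMDMs to resident-like macrophages (-0.0543). DEGES moved that median by at most -0.11.

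With at least 10 counts in every library, 45.7% of the genes of the classical monocyte set and 81.6% of the resident-like macrophage set were also higher than in the fraction left out of their definition. With only the 6 libraries compared, the shares were 47.3% for classical monocytes, 83.8% for late CMDMs and 86.5% for resident-like macrophages. At an adjusted p of 0.1 the late CMDM share was 84.0%. At 0.01, 3427 genes were called between resident-like macrophages and classical monocytes and 3827 between resident-like macrophages and late CMDMs, the late CMDM set had 511 genes and the resident-like macrophage set 564, and the classical monocyte and late CMDM shares were 48.2% and 89.6%. With a log2 fold change of at least 1, 4426 genes (early CMDMs against classical monocytes), 3148 (late CMDMs against classical monocytes), 2272 (resident-like macrophages against classical monocytes), 2633 (late against early CMDMs), 4683 (resident-like macrophages against early CMDMs) and 2299 (resident-like macrophages against late CMDMs) were called. The sets then had 1112, 1265, 223 and 320 genes, with a classical monocyte share of 57.9% and an early CMDM share of 93.0%.

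Scaling by leukocyte genes moved the median of all genes by 1.64 from classical monocytes to early CMDMs, so that 20318 genes were called there, 97.4% higher. The median moved by 0.73 in late CMDMs and 0.16 in resident-like macrophages against classical monocytes, by -0.92 in late CMDMs and -1.48 in resident-like macrophages against early CMDMs, and by -0.56 in resident-like macrophages against late CMDMs. It called 14254 genes between late CMDMs and classical monocytes (91.6% higher), 15638 between late and early CMDMs (1.14% higher), 19671 between resident-like macrophages and early CMDMs (1.87% higher), 10890 between resident-like macrophages and late CMDMs (6.04% higher) and 3960 between resident-like macrophages and classical monocytes (58.8% higher). The sets had 493, 14826, 147 and 363 genes, with shares of 84.6%, 98.4%, 95.9% and 59.2%. Since the scaling moves all genes of a comparison together, the values below contain these shifts. The interferon-inducible list turned to 0.67 in early CMDMs against classical monocytes. In late against early CMDMs the efferocytosis list turned to -0.18, the lysosome list to -0.16 and the endothelial cell list to -0.65, and the lipid-associated list, at 0.0751, was no longer called. The efferocytosis list in resident-like macrophages against late CMDMs (-1.05) and the neutrophil list in classical monocytes against late CMDMs (-0.94) became called. The endothelial cell list in late against early CMDMs also became called, as lower. The genes that changed sign were *Pdcd1lg2* (-0.32), *Apoe* (-0.27), *Pros1* (-0.18) and *Gas6* (-0.28) in late against early CMDMs, *Fcgr1* in late CMDMs (0.44) and in early CMDMs (0.78) against classical monocytes, *Il10* (1.07), *Hilpda* (0.95), *Ifit1* (1.18), *Ifit2* (0.75), *Ifit3* (0.62), *Ifitm3* (0.71) and *Mx1* (0.0909) in early CMDMs against classical monocytes, and *Itgav* (-0.11) and *C1qa* (-0.49) in resident-like macrophages against late CMDMs.

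Under camera with a preset correlation the adjusted p was 0.265 for the anti-inflammatory list and 0.0595 for the interferon-inducible list, so that these calls held only under fry. Camera was run on the 9 tests of the lists of the study and the symbol-defined families, and not on the lists of other cell types. With an estimated correlation none of those 9 passed. The ones called under fry were at 0.561 (anti-inflammatory), 0.339 (interferon-inducible, lipid-associated in both comparisons and ribosome biogenesis), 0.284 (efferocytosis in late against early CMDMs, and lysosome) and 0.356 (oxidative phosphorylation). Over the 21 alternatives tested with fry, the adjusted p ranged from 0.00119 to 0.348 for the interferon-inducible list, from 0.000620 to 0.696 for the lipid-associated list in late against early CMDMs and from 3.68e-05 to 0.0137 against classical monocytes. It ranged from 0.000447 to 0.202 for the efferocytosis list in late against early CMDMs, from 0.000152 to 0.129 for lysosome, from 0.000208 to 0.00890 for ribosome biogenesis and from 3.68e-05 to 0.00871 for oxidative phosphorylation. Each of these values over 0.05 was that of the leukocyte-gene scaling.

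The variance shares of PC1 and PC2 were 43.5% and 26.3% without scaling, 50.7% and 34.4% with the 500 most variable genes, and 25.2% and 16.1% with every gene that had at least 1 count. Library size only and a prior count of 0.5 left both within the range of the fits that left out a library.

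Across the 12 fits that each left out a library, the share of the classical monocyte set ranged from 43.8% to 54.0%, that of the early CMDM set from 86.5% to 92.3%, that of the late CMDM set from 83.4% to 90.3% and that of the resident-like macrophage set from 79.6% to 86.1%. The anti-inflammatory list in early CMDMs against classical monocytes ranged from 0.61 to 1.39 and was no longer called without classical monocyte replicate 1 (adjusted p = 0.144) or replicate 2 (adjusted p = 0.132), within a range of 3.68e-06 to 0.144 over 21 alternatives. *Adgre1* in early CMDMs against classical monocytes ranged from -0.12 to 0.18, being -0.0399 without classical monocyte replicate 1 and -0.12 without early CMDM replicate 3. *Fcgr1* in late CMDMs against classical monocytes ranged from -0.49 to 0.0254, the sign changing only without classical monocyte replicate 3. Among the single genes named, the alternatives set beforehand gave 26 weaker, 14 stronger and 2 reversed results, the fits without a library 14 weaker, 9 stronger and 3 reversed, and the leukocyte-gene scaling 4 weaker, 7 stronger and 15 reversed.

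With the replicate number as a block, the sets had 2800, 2918, 1055 and 1029 genes, and no call of a list changed. Of the single genes named, *Arg1* (1.06) and *Ifit2* (-0.80) in early CMDMs against classical monocytes, *Mfge8* in late against early CMDMs (-0.33) and *Trem2* in resident-like macrophages against late CMDMs (-0.50) became called, and no other call changed. The correlation of deviations between libraries with the same number ranged from -0.0987 to 0.248 (median 0.0589), with 4 of 18 pairs over 0.1, against a median of -0.0314 and 1 of 36 pairs for different numbers. As most pairs lay under 0.1, the numbers were not taken to pair the libraries. *Ifit1*, read out after its values were seen, was lowest in replicate 2 of every fraction, at 4.83, 4.86, 6.43 and 3.33 CPM. Also read out afterwards, *Fcgr1*, *Trem2* and *Mertk* were lowest in replicate 2 of every fraction. *Arg1* was highest in replicate 3 of every fraction, at 387, 491, 976 and 153 CPM, so that pairing is not excluded for such genes. The depth limits genes such as *Ly6g* and the V segments *Trav16n*, *Trav15-2-dv6-2* and *Trbv16*. For these only lower bounds of a fold can be given in classical monocytes against the other fractions.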

Differences from the paper's values

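No value of the principal component analysis differed from the paper's by more than 1.5-fold. The paper's values are about 25% for PC1 and about 16% for PC2 in Supplementary Fig. 4a, read by eye, against 34.5% and 19.7% here. Among the alternatives set before the data were examined, every gene with at least 1 count gave 25.2% and 16.1%, which falls on the paper's values, while centring without scaling (43.5% and 26.3%) and the 500 most variable genes (50.7% and 34.4%) differed from them by more than 1.5-fold.

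The paper describes directions in its scRNA-seq clusters and by flow cytometry that the sorted fractions did not show. Its scRNA-seq also used cells of an earlier day, whereas the fractions were sorted on day 5 alone, and flow cytometry reads surface protein. RNA of other cells, which stays open above, could also lower the share of Mo-Mac genes in early CMDM libraries. The differences below therefore do not show that the paper's directions are wrong within Mo-Macs. It describes *Ccr2* as low in resident-like macrophages and high in CMDMs, whereas *Ccr2* was higher in resident-like macrophages than in late CMDMs by a log2 fold change of 2.03 and than in early CMDMs by 1.77. *Adgre1* is described as rising along the differentiation, and it changed by 0.0343 from classical monocytes to early CMDMs (adjusted p = 0.864 from edgeR's quasi-likelihood test). Of all alternatives run, leukocyte-gene scaling, chosen after the values were seen, was the one that called it higher there, at 1.64, the amount by which it moved the median of all genes in this comparison. The other values under this scaling contain the same kind of shift, 1.64 in early and 0.73 in late CMDMs against classical monocytes and -0.92 in late against early CMDMs. Surface CD64 is described as rising from classical monocytes to CMDMs, and *Fcgr1* changed by -0.81 in early and by -0.28 in late CMDMs against classical monocytes. These values were 0.78 and 0.44, both called, under the same scaling, and *Fcgr1* in late CMDMs was at 0.0254, not called, without classical monocyte replicate 3. The call of *Fcgr1* in early CMDMs was lost without classical monocyte replicate 3 (-0.50) and without early CMDM replicate 2 (-0.58). *Pdcd1lg2* is described as falling after the early CMDM stage, and it rose by 0.59 from early to late CMDMs, or changed by -0.32, not called, under leukocyte-gene scaling.

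The paper describes *Arg1*, *Il10* and *Hilpda* as rising from classical monocytes to early CMDMs. *Arg1* was not called, at 0.89, but was called without classical monocyte replicate 3 (1.74), with the replicate block (1.06) and under leukocyte-gene scaling (2.49). *Il10* and *Hilpda* were lower in early CMDMs, by -0.57 and -0.66, and higher, by 1.07 and 0.95, under that scaling. The call of *Il10* was lost without classical monocyte replicate 3 (-0.27), early CMDM replicate 1 (-0.53) or early CMDM replicate 2 (-0.53). *Ifit1*, *Ifit2* and *Ifit3* are described as falling at the same transition, and none was called, at -0.44, -0.84 and -0.95. Across the 12 fits that each left out a library, *Ifit1* ranged from -0.85 to -0.00447, *Ifit2* from -1.25 to -0.39 and *Ifit3* from -1.28 to -0.51. *Ifit3* was called lower without classical monocyte replicate 2 (-1.28) and *Ifit2* with the replicate block (-0.80), while no setting called *Ifit1* lower. *Abcg1* is described as higher in late CMDMs than in classical monocytes, and it changed by 0.18 without a call, and by 0.90 with a call under leukocyte-gene scaling.

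The paper names *Mfge8* among the genes enriched in late CMDMs against early CMDMs, whereas it changed by -0.33 and stayed below 0 under every alternative, from -1.27 to -0.28. Fig. 3d places *Itgb5* higher in late than in early CMDMs, against -0.83 here, and it was lower in late CMDMs under every alternative. Fig. 3d places *Pros1*, *Gas6* and *Stab1* higher in resident-like macrophages than in late CMDMs and *Mfge8* lower. In the sorted fractions these changed by -0.49, -1.37, -1.33 and 3.53, and no alternative gave another direction for any of them. *Pros1* was no longer called without late CMDM replicate 1 (-0.41), late CMDM replicate 2 (-0.38) or resident-like macrophage replicate 3 (-0.44).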

Other observations

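The lists of the study, the symbol-defined families and the splits were set before the data were examined, and the second lists of plasmacytoid dendritic cell and lymphatic endothelial genes were tested after related genes had been seen. The paper shows the genes below in its scRNA-seq clusters, and the values here come from the sorted fractions.

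The anti-inflammatory list (*Arg1*, *Mrc1*, *Cd163*, *Retnla*, *Il10*, *Hilpda*) had a median log2 fold change of 0.84 in early CMDMs against classical monocytes (fry, adjusted p = 0.0289 over 16 lists, 0.0264 over the 9 set beforehand). Over all genes 3 were called higher and 2 lower, and adjusted over the list alone also 3 and 2. *Cd163* rose by 2.05, *Retnla* by 1.96 and *Mrc1* by 0.78, while *Il10* changed by -0.57 and *Hilpda* by -0.66, the last pair being 1.07 and 0.95 when libraries were scaled by leukocyte genes, which moved the median of all genes by 1.64. *Arg1* was not called (0.89, adjusted p = 0.132), but passed without classical monocyte replicate 3, at 1.74, and with the replicate block, at 1.06. *Il10* was no longer called without that replicate, at -0.27, or without early CMDM replicate 1 or 2, at -0.53 in both fits. The list was not called without classical monocyte replicate 1, at 0.64, or replicate 2, also at 0.64, nor under camera. 1 of the 10 splits of the 6 libraries gave a result as large, the smallest number possible.

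The interferon-inducible list (*Ifit1*, *Ifit2*, *Ifit3*, *Ifitm3*, *Ifitm6*, *Mx1*) had a median of -0.95 in early CMDMs against classical monocytes (adjusted p = 0.00254), with 0 genes called higher and 3 lower, and the same numbers adjusted over the list alone. *Ifitm6* changed by -3.86, *Mx1* by -1.51 and *Ifitm3* by -0.94. *Ifit3* was called without classical monocyte replicate 2, at -1.28. 2 of the 10 splits gave a result as large. Under the leukocyte-gene scaling the median was 0.67 while that of all genes moved by 1.64, so that the list moved with all genes.

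The lipid-associated list (*Apoe*, *Abca1*, *Abcg1*, *Trem2*) was higher in late CMDMs, by 0.94 against early CMDMs (adjusted p = 0.00304, 4 of 4 genes called) and by 0.95 against classical monocytes (adjusted p = 0.00283, 3 of 4 genes called), with the same numbers adjusted over the list alone. *Abcg1* did not differ between late CMDMs and classical monocytes (0.18, adjusted p = 0.477). *Abca1* was no longer called against early CMDMs without early CMDM replicate 1 (0.96), early CMDM replicate 2 (0.80) or late CMDM replicate 3 (0.91), nor against classical monocytes without classical monocyte replicate 1 (0.77), classical monocyte replicate 2 (0.82) or late CMDM replicate 3 (0.89), and in neither comparison with no filter on low counts (0.99 and 0.98). The efferocytosis list (*Mertk*, *Itgav*, *Itgb5*, *Trem2*, *Pros1*, *Gas6*, *Mfge8*, *Stab1*, *C1qa*) was higher in late than in early CMDMs by 0.75 (adjusted p = 0.000905), with 6 genes called higher and 1 lower, or 6 and 3 adjusted over the list alone. *Itgav* was called lower without classical monocyte replicate 1 (-0.52) or 3 (-0.51), and *Mfge8* without classical monocyte replicate 1 (-0.33) or 3 (-0.33), early CMDM replicate 3 (-0.38) or resident-like macrophage replicate 1 (-0.33). *Mfge8* was also called lower with DEGES (-0.38), library size only (-0.36), no filter (-0.34), at least 10 counts in every library (-0.34), the 6 libraries compared (-0.32) and the replicate block (-0.33), and *Itgav* with the 6 libraries compared (-0.50). Both were called lower at an adjusted p of 0.1. Between resident-like macrophages and late CMDMs it did not differ as a list (-0.49, adjusted p = 0.790), with 1 gene higher and 4 lower. *Mfge8* was at 779 ± 79.2 CPM in resident-like macrophages against 67.5 ± 4.53 CPM in late CMDMs. In that comparison *Itgav* was called higher without classical monocyte replicate 3 (0.46) and with the 6 libraries compared (0.45), *Trem2* was called lower with the 6 libraries compared (-0.50) and the replicate block (-0.50), *Mertk* (-1.14) was no longer called with no filter, and *Pros1* was no longer called lower without late CMDM replicate 1 (-0.41), late CMDM replicate 2 (-0.38) or resident-like macrophage replicate 3 (-0.44). For each of these 4 tests 1 of 10 splits gave a result as large. Under the leukocyte-gene scaling the late against early CMDM values were 0.0751 for lipid-associated and -0.18 for efferocytosis genes, while the median of all genes moved by -0.92.

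The oxidative phosphorylation family (95 genes) was higher in early CMDMs than in classical monocytes by a median of 0.57 (adjusted p = 0.00174), with 63 genes called higher and 2 lower, or 66 and 3 adjusted over the list alone. The ribosome biogenesis family (44 genes) was higher in early than in late CMDMs by 0.21 (adjusted p = 0.000889), with 15 higher and 0 lower, or 16 and 0 adjusted over the list alone. The lysosome family (56 genes) was higher in late than in early CMDMs by 0.75 (adjusted p = 0.000538), with 46 higher and 2 lower, or 47 and 2 adjusted over the list alone. For each of these families 1 of 10 splits gave a result as large. Under the leukocyte-gene scaling the lysosome family was at -0.16 in late against early CMDMs and no longer called, while the median of all genes moved by -0.92. The other families stayed called under that scaling. With an estimated correlation in camera none of these families or of the lists of the study was called. The lists of other cell types were not tested with camera.

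For each of the 6 pairwise comparisons 1 of the 10 splits of the 6 libraries, the sorted fractions, gave as many DEGs, and 10 splits cannot give a smaller share. In 100 random divisions of the 12 libraries, the real one included, 1 gave a set as large as the classical monocyte set, 1 as large as the early CMDM set, 4 as large as the late CMDM set and 3 as large as the resident-like macrophage set.

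*Ccr2* was higher in resident-like macrophages than in late and early CMDMs (adjusted p = 1.10e-07 and 1.14e-07). The paper describes *H2-Ab1*, *Ciita* and *Ccr2* as high in monocyte-derived DCs, and *H2-Ab1* and *Ciita* were higher in resident-like macrophages than in late CMDMs by 2.96 and 2.69. A hypothesis is that the Ly6C loPD-L2 lo gate, which excludes no DC marker, may include DCs. The test of a second dendritic cell and Langerhans cell list bears on it, with 7 of 10 genes higher, but these genes are not specific to DCs. *Cx3cr1* had 44.0 ± 11.1 CPM in classical monocytes, 5.55 ± 1.23 CPM in early CMDMs, 9.03 ± 2.18 CPM in late CMDMs and 35.7 ± 11.4 CPM in resident-like macrophages, and *Il4ra* had 141 ± 18.9 CPM in late CMDMs against 76.6 ± 16.1 CPM in early CMDMs.

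Genes of plasmacytoid dendritic cells appeared in the classical monocyte DEG set. Of a second list of 8 such genes, 7 were higher in classical monocytes than in both CMDM fractions, and *Ly6d* was lower, with 287 ± 126 CPM against 2037 ± 345 CPM in early CMDMs. RNA of plasmacytoid dendritic cells stays open as an explanation for the 7, and may add to the T cell and NK cell signal of the same libraries. 6 of the 10 immunoglobulin segments tested were also in this set (adjusted p = 0.00192 from Fisher's exact test).

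Genes of lymphatic endothelial cells appeared in the late CMDM DEG set, with *Lyve1* at 57.6 ± 20.6 CPM, *Prox1* at 15.2 ± 2.58 CPM and *Flt4* at 11.1 ± 3.17 CPM in late CMDMs, and 4 of 4 Ccl21 genes in the set (adjusted p = 1.67e-05 from Fisher's exact test). Of a second list, 5 genes were tested and 1, *Reln*, was higher in late CMDMs than in both early CMDMs and resident-like macrophages, while *Sema3d* and *Ackr2* were lower than in early CMDMs. As the genes went both ways, and early CMDM libraries carry keratinocyte genes, RNA of lymphatic endothelial cells and a change within late CMDMs cannot be told apart. Collagen genes were not in excess in any set, with 9 of 40 in the early CMDM set (adjusted p = 0.203 from the same test). Genes high in both classical monocytes and early CMDMs, as the fibroblast genes were, can hardly enter either set. This count therefore does not bear on RNA of fibroblasts. The endothelial cell list did not differ between late and early CMDMs (0.25, adjusted p = 0.900), nor did the neutrophil list between classical monocytes and late CMDMs (-0.21, adjusted p = 0.797). Under the leukocyte-gene scaling both were called lower, at -0.65 and -0.94. That scaling moved the median of all genes by -0.92 in late against early CMDMs and by 0.73 in late CMDMs against classical monocytes. The basophil and mast cell list was higher in resident-like macrophages than in late CMDMs by 1.96 (adjusted p = 0.00448), with a summed CPM of 62.6 ± 20.5 against 17.4 ± 9.73.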
